# Transcript Profiling of *Elf5^+/−^* Mammary Glands during Pregnancy Identifies Novel Targets of Elf5

**DOI:** 10.1371/journal.pone.0013150

**Published:** 2010-10-07

**Authors:** Renee L. Rogers, Isabelle Van Seuningen, Jodee Gould, Paul J. Hertzog, Matthew J. Naylor, Melanie A. Pritchard

## Abstract

**Background:**

Elf5, an epithelial specific Ets transcription factor, plays a crucial role in the pregnancy-associated development of the mouse mammary gland. *Elf5^−/−^* embryos do not survive, however the *Elf5^+/−^* mammary gland displays a severe pregnancy-associated developmental defect. While it is known that Elf5 is crucial for correct mammary development and lactation, the molecular mechanisms employed by Elf5 to exert its effects on the mammary gland are largely unknown.

**Principal Findings:**

Transcript profiling was used to investigate the transcriptional changes that occur as a result of Elf5 haploinsufficiency in the *Elf5* ^+/−^ mouse model. We show that the development of the mouse *Elf5* ^+/−^ mammary gland is delayed at a transcriptional and morphological level, due to the delayed increase in Elf5 protein in these glands. We also identify a number of potential Elf5 target genes, including *Mucin 4*, whose expression, is directly regulated by the binding of Elf5 to an *Ets* binding site within its promoter.

**Conclusion:**

We identify novel transcriptional targets of Elf5 and show that Muc4 is a direct target of Elf5, further elucidating the mechanisms through which Elf5 regulates proliferation and differentiation in the mammary gland.

## Introduction

The mammary gland is one of a few organs able to undergo repeated phases of growth, differentiation and regression. At the onset of puberty in the female, the increase in ovarian steroids induces elongation and side-branching of the rudimentary mammary ductal system which formed embryonically. Club-shaped terminal end buds (TEBs) develop at the ends of the developing ducts which consist of a layer of cap cells at the proceeding edge and multiple inner body cell layers. These TEBs are the proliferating edge of the ducts penetrating the mammary fat pad and regress once the development of the ductal tree is complete. Some differentiation of the ductal system occurs at this stage, resulting in a compact glandular structure. The gland then remains relatively inactive until a pregnancy occurs [reviewed in 1], [ 2].

Lobuloalveolar development commences with the onset of pregnancy and is associated with the formation of spherical alveoli along the ductal network that formed during puberty. By the end of pregnancy, the ductal tree is densely populated with alveoli. Functional differentiation of the alveoli commences during late pregnancy and this process is complete by parturition to enable lactation. The mammary gland continues to produce milk until weaning, at which time the gland regresses in a process known as involution. This cyclical development of the mammary gland is controlled by various hormonal and genetic signals [reviewed in 1], [ 2]

Using a genetic knock-out mouse model, we identified a key role for the epithelial-specific Ets transcription factor, Elf5, in the development of the mammary gland during pregnancy [3]. The complete lack of *Elf5* resulted in a lack of the extraembryonic ectoderm which led to early embryonic death [4]. Mice carrying one functional copy of the *Elf5* gene (*Elf5^+/−^*) were viable. However, unlike their wildtype littermates, *Elf5^+/−^* females were unable to support their offspring due to a pregnancy-associated mammary gland developmental defect, which prohibited these dams from lactating [3]. *Elf5* expression was downregulated in the *Prlr^+/−^* mammary gland while *Prlr* expression remained unchanged in the *Elf5^+/−^* mammary gland [3], indicating that Elf5 acts downstream of the Prlr in the Prl signalling cascade. This was later confirmed using a genetic complementation approach whereby ectopic expression of *Elf5* in the *Prlr*-null mammary epithelium was sufficient to rescue the developmental defect observed in the *Prlr*-null mice [5]. While it is known that Elf5 is able to activate the promoter of the milk protein gene *whey acidic protein* (*Wap*) [6], the mechanisms employed by Elf5 to induce its effect on mammary epithelial cell proliferation and differentiation are largely unknown. Here, we have used transcript profiling to investigate the transcriptional changes that occur as a result of *Elf5* haploinsufficiency as a first step in determining the mechanisms of Elf5 action and the targets of this transcription factor. We show that mammary gland development in the *Elf5^+/−^* female mouse is delayed during pregnancy due to the delayed increase in Elf5 protein expression in these glands. We identify a number of potential Elf5 target genes including *Muc4*, which we show is directly regulated by the binding of Elf5 to its promoter.

## Methods

### Mice

All work performed using mice as part of this study was approved by the appropriate Monash University Animal Ethics Committee and as such, all animal work followed the committee's guidelines and procedures. Mice were housed in a windowless room with controlled temperature (22°C±2°C), on a 12 hour light and dark cycle and were fed *ad libitum*. Pregnancy was determined by the presence of a vaginal plug and the day of detection designated 0.5 days post coitum (dpc). Mammary glands were collected between 11am and 1pm to control for circadian Prl release. Mice targeted at the *Elf5* locus were generated previously in our laboratory [3] and backcrossed for more than 10 generations onto a C57Bl/6 genetic background.

### Microarray analysis

Microarray analysis of the *Elf5^+/−^* mammary glands was performed using a common reference experimental design. Abdominal mammary glands (minus the associated lymph nodes) of 2 mice were pooled (to ensure enough material was obtained from virgin samples) and total RNA extracted using a RNeasy maxi kit (Qiagen) according to the manufacturer's instructions. RNA for use as the reference was extracted from eight embryonic (17.5dpc) C57Bl/6 mice using the same method. The RNA samples were sent to the Adelaide Microarray Facility for the remainder of the processing (see website for processing protocols: http://www.microarray.adelaide.edu.au). Five stages of mammary gland development (virgin, 8.5dpc, 10.5dpc, 14.5dpc and 16.5dpc), in two distinct genotypes (*Elf5^+/+^* and *Elf5^+/−^*) were examined in triplicate. A total of 30 array slides was used to examine 3 independent pooled RNA samples per genotype per timepoint. The slides chosen for this study were 22,000 element Compugen array chips which were spotted with single stranded oligonucleotides of 60 base pair length. Processed slides were scanned and the resulting images analysed using Digital Genome (Molecularware). Data analysis was performed using the Genespring software suite (Agilent). All data produced is MIAME compliant and has been deposited in the NCBI Gene Expression Omnibus database under series accession number GSE23373 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23373).

### RNA extraction and gene expression analysis

Total RNA was extracted from mammary glands using Trizol reagent (Invitrogen) according to the manufacturer's instructions. RNA was treated with DNase (Promega) before being converted to cDNA using Superscript III (Invitrogen) and random primers (Promega). Quantitative real-time RT-PCR was performed on samples using TaqMan Gene Expression Assays (ABI) specific for Elf5 and Muc4. Relative expression was determined using the ΔΔC_T_ method [reviewed in 7], with the expression of the genes of interest first being normalised to the level of 18S expression.

### Protein extraction and Western blotting

Snap frozen tissue was homogenised in tissue lysis buffer (50 mM Hepes pH 7.5, 100 mM NaCl, 1 mM EDTA, 10% (v/v) glycerol, 0.5% (v/v) Nonidet-P40, Roche protease inhibitor cocktail tablet), and centrifuged to remove any insoluble material. Protein (50 µg) was separated using SDS-PAGE. Fractionated proteins were transferred to polyvinylidene fluoride (PVDF) membrane (Immobilon-P, Millipore) and membranes blocked for 1 hour at room temperature with 5% skim milk/TBST, before incubating with primary antibody overnight at 4°C. All secondary antibodies were conjugated to horseradish peroxidase and obtained from Dako. Membranes were incubated with SuperSignal West Pico chemiluminescent substrate (Pierce), after which they were exposed to Hyperfilm ECL film (Amersham Pharmacia), to detect chemiluminescence. Antibodies used in this study: anti-Elf5 (N-20) (Santa Cruz, catalogue number SC-9645); anti-mouse milk specific proteins (Accurate Chemical and Scientific Corporation, catalogue number YNRMMSP). Blotting for Muc4 was performed as described previously [8]

### Recombinant ELF5 protein preparation

Recombinant ELF5 protein was made by cloning a truncated *ELF5* cDNA into the *Bam*HI/*Sac*II sites of the pQE-30 (Qiagen) vector enabling the production of a truncated Elf5 (Δ33) protein fused to a (HIS)_6_ tag. Primers used to amplify the truncated cDNA were as follows: hELF5Δ33BamHI_F: 5′ CGTAGGATCCGCCTTTGAGCATCAGACAG 3′ and hELF5Δ33SacI_R: 5′ CATGGAGCTCAGCTTGTCTTCCTGCCACCC 3′. TALON beads (Clontech) were used to purify the protein as per the manufacturer's instructions.

### Cell transfection and reporter assays

The human breast carcinoma cell line T47D (ATCC) was grown in 1x RPMI with 10% (v/v) FCS plus 1% (v/v) penicillin/streptomycin and maintained in culture at 37°C, 5% CO_2._ T47D cells were plated in a 24 well plate at a density of 5×10^4^ cells/well in complete media. These cells were left to settle at 37°C, 5% CO_2_ for 24 hours before being transiently transfected with a total of 500 ng of DNA using the FuGENE6 transfection reagent according to the manufacturer's instructions (using a 1∶3 DNA:FuGENE ratio). Cells were transfected with a *MUC4* promoter-luciferase reporter construct (wild-type or mutated) [9], [10] along with an ELF5 expression vector and a β-galactosidase expression construct that was used as a measure of transfection efficiency. The cells were left for 48 hours before being harvested for luciferase and β-galactosidase assays. Luciferase reporter gene assays were performed using the Constant light signal kit (Roche) according to the manufacturer's instructions. β-galactosidase assays were performed by incubating a portion of the cell lysate with an equal volume of β-galactosidase sample buffer (0.1 M β-mercaptoethanol, 2 mM MgCl_2_, 88 µM Na_2_HPO_4_.2H_2_O, 90 µM NaH_2_PO_4_.2H_2_O, 4.5 µM 2-nitrophenyl-β-D-galactopyraniside), at 37°C for 1–2 hours or until colour developed. Luciferase and β-galactosidase assays were read on a Flourostar Optima plate reader (BMG). Absorbance for the β-galactosidase assay was read at 415 nm. Luciferase readings were normalised by division with the corresponding β-galactosidase reading.

### Isolation and extraction of nuclei

Snap frozen mammary glands, excised from 16.5dpc mice, were crushed in a mortar and pestle under liquid nitrogen, to a fine powder which was then mixed with ice-cold buffer A (10 mM Hepes pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 500 µM PMSF, 500 µM DTT −900 µl per gland). The suspension was centrifuged, and the pellet resuspended in 20 µl of buffer A with the addition of Nonidet-P40 (to 0.15% v/v) and incubated on ice for 10 mins. The sample was centrifuged and the pellet resuspended in 15 µl of ice-cold buffer C (20 mM Hepes pH 7.9, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 25% (v/v) glycerol, 500 µM PMSF) before centrifugation and transfer of the supernatant to a fresh tube containing 40 µl of ice-cold buffer D (10 mM Hepes pH 7.9, 50 mM KCl, 0.2 mM EDTA, 20% (v/v) glycerol, 500 µM PMSF, 0.5 mM DTT).

### Electrophoretic mobility shift assay (EMSA)

Short double stranded oligonucleotides were end-labelled with (γ-^32^P)dATP (Perkin-Elmer) using T4 polynucleotide kinase (Promega), according to the manufacturer's instructions. When examining ELF5 binding to the *MUC4* promoter, an oligonucleotide containing the *Ets* site predicted at −216 was used as a probe 5′CCACCAGGAAAGAAAACACCG 3′. A mutant sequence where GGAA was changed to AAAA was also used. Nuclear extract (4 µg) or recombinant ELF5 protein (200 ng), with 1x bandshift binding buffer (40% (v/v) glycerol, 10 mM EDTA, 50 mM DTT, 100 mM Tris pH 7.5, 1 M NaCl, 1 mg/ml BSA) and a 100-fold molar excess of unlabelled competitor oligonucleotide were combined in a total volume of 20 µl. After 30 mins at room temperature, 30,000 counts per minute (cpm) of radiolabelled oligonucleotide probe was added and incubation continued for an additional 30 mins. Reactions were electrophoresed on polyacrylamide gels which were dried under vacuum onto blotting paper and then exposed to X-ray film.

## Results

### Transcript profiling indicated that pregnancy-associated development of the *Elf5^+/−^* mammary gland was delayed

The changes in gene expression that occur as a result of the loss of one *Elf5* allele were investigated by transcript profiling. Having previously observed that the morphological development of the *Elf5^+/−^* mammary gland appears stunted [3], we sought to examine this potential developmental delay by transcriptional profiling. Profiles were generated for both the *Elf5^+/+^* and *Elf5^+/−^* mammary glands at 5 stages of mammary development (virgin, 8.5dpc, 10.5dpc, 14.5dpc and 16.5dpc). 

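Elf5 itself was measured on every array of this series. In Elf5+/+ glands its log2 ratio to the embryo reference was 1.01 ± 0.44 in virgin (mean ± SD, n = 3 arrays), 2.54 ± 0.82 at 8.5dpc, 2.77 ± 0.47 at 10.5dpc, 4.66 ± 0.29 at 14.5dpc and 4.38 ± 0.64 at 16.5dpc. Elf5 rose 12.6-fold from virgin to 14.5dpc and 10.4-fold to 16.5dpc (limma adjusted p = 0.000115 and 0.000197). In Elf5+/- glands it was 0.87 ± 0.71, 2.01 ± 0.83, 1.46 ± 0.73, 2.90 ± 0.65 and 3.37 ± 0.44 over the same stages, and rose from virgin to 16.5dpc by 2.50 (SE 0.48, adjusted p = 0.0337), with 2.03 at 14.5dpc (adjusted p = 0.200). Over 14.5dpc and 16.5dpc together the Elf5+/- level lay 1.39 below Elf5+/+ (log2 difference -1.39, exact permutation p = 0.005, two-sided, the smallest that 400 rearrangements allow). In limma the difference was -1.76 (SE 0.48) at 14.5dpc with an adjusted p of 0.699, and -1.16 (SE 0.24) averaged over the 4 pregnant stages with an adjusted p of 0.177. Where the probe lies relative to the deleted part of the gene is not known. In 1 Elf5+/+ 14.5dpc array the gland signal is saturated at this spot, so the 12.6-fold rise to that stage may be too low.

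Each of the 30 arrays compares RNA pooled from 2 mice with RNA of 8 embryos in the other dye, with 3 arrays for each of 2 genotypes and 5 stages. Values are log2 ratios of gland to reference for 21872 probes, computed from the scanner signals with a background correction (normexp) and loess, and limma was fitted to the 10 group means with a term for the dye.

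**Figure D1:**
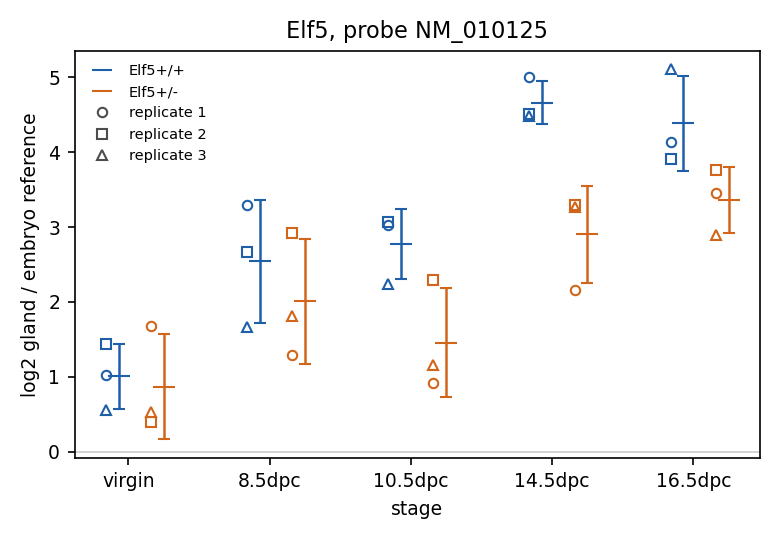
Elf5 as log2 ratio of gland to embryo reference (vertical axis) by stage (horizontal axis), 1 point per array (n = 3) and bars for the group means. The Elf5+/+ means run from 1.01 in virgin to 4.66 at 14.5dpc and the Elf5+/- means from 0.87 to 3.37 at 16.5dpc.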

To examine the similarities between the global transcriptional profiles of each of the 10 experimental conditions (five stages of mammary gland development in 2 genotypes), a dendrogram (Figure 1a) was generated within Genespring using an average linking clustering algorithm and a Spearman correlation similarity measure.

**Figure 1:**
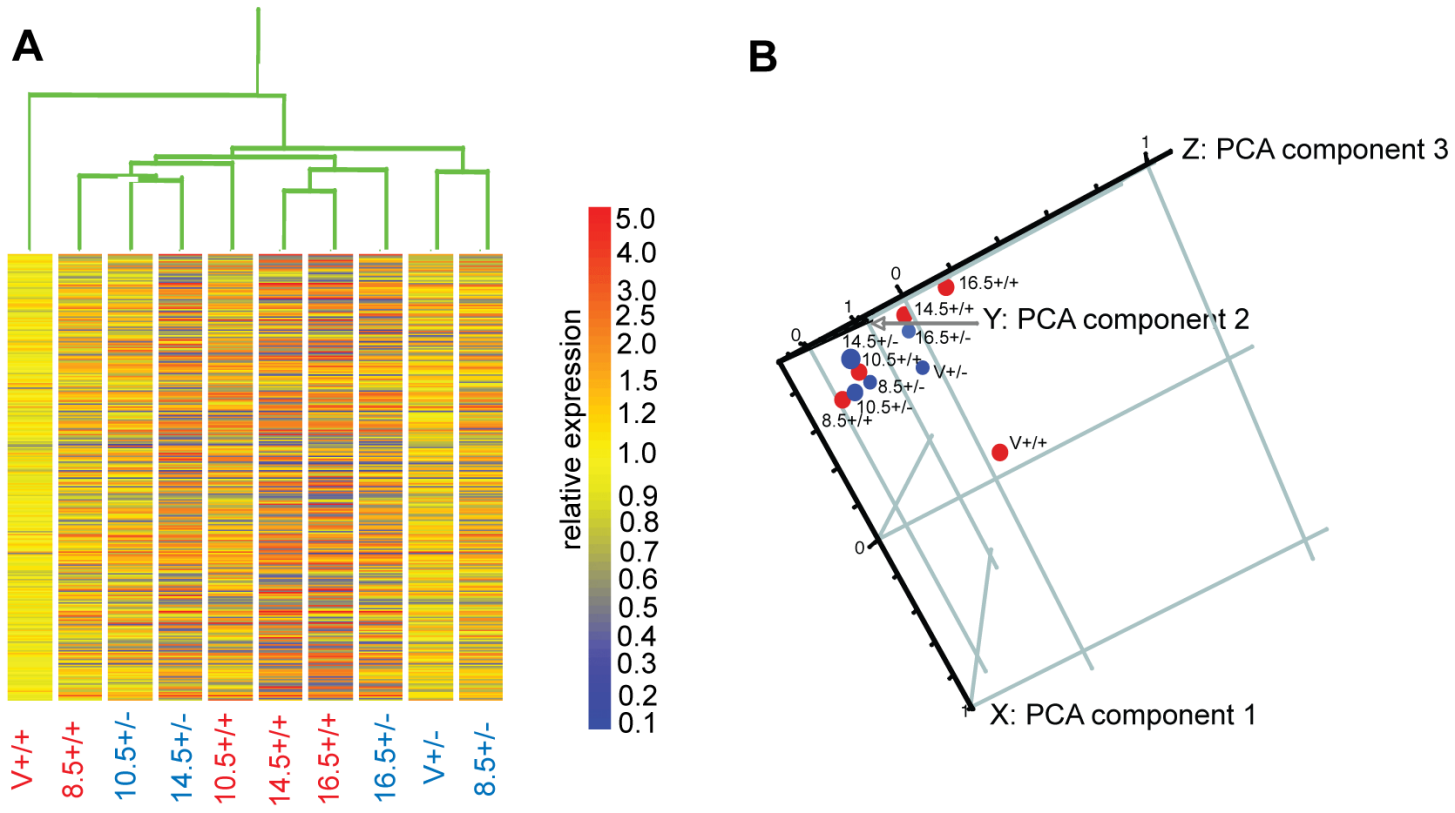
Comparing the Transcriptional profiles of *Elf5^+/+^* and *Elf5^+/−^* mammary glands. **A.** A condition dendrogram was generated within the Genespring software suite using an average linking clustering algorithm and a Spearman correlation similarity measure. Individual genes are represented by horizontal bars, which are coloured according to their expression level relative to the virgin Elf5^+/+^ (V+/+) sample. **B.** Principal components analysis was performed in Genespring on all 10 conditions examined by microarray. Conditions are plotted on a 3-dimensional scatter plot according to their variance from the first 3 components. The conditions were normalised to the V+/+ condition.

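Several genes that were high in virgin Elf5+/+ glands fell by 8.5dpc. Dmbt1, a secreted mucosal defence protein, fell 12.3-fold from virgin to 8.5dpc (log2 -3.62, SE 0.69, n = 3 arrays per group, limma adjusted p = 0.0286), and the water channel Aqp5 fell 7.96-fold (-2.99, SE 0.45, adjusted p = 0.00232). Slc12a2, the Na-K-Cl cotransporter of secretory ducts, changed by -1.90 (SE 0.26, adjusted p = 0.00165), the secreted glycoprotein Stc2 by -1.75 (SE 0.21, adjusted p = 0.000452) and Ly6d by -2.44 (SE 0.48, adjusted p = 0.0304). Tnfsf11, the RANK ligand that drives alveolar growth, rose 13.0-fold (SE 0.63 on the log2 scale, adjusted p = 0.0107), with the cell cycle genes Ccna2 (1.68, SE 0.33) and Hmgb2 (1.42, SE 0.25). Of 21872 probes 14 rose and 22 fell between these stages, 76 in all with replicate numbers as a block. Leaving out 1 array gave 9 calls (without Elf5+/+ 8.5dpc replicate 2) to 24, the latter without Elf5+/+ 8.5dpc replicate 3. Each of the 4 other arrays also moved the count by more than 1.5 times.

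In profiles relative to the Elf5+/+ virgin mean, that condition is 0 for every probe and has no rank correlation with the others. The tree computed here therefore joins the 9 other conditions. With the median of the 3 virgin arrays as baseline, a setting chosen after the data were seen, Elf5+/+ virgin stood alone at the first split.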

The virgin wildtype mammary gland was placed on its own node of the dendrogram while all the other conditions were clustered on a separate arm. 

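From virgin to 8.5dpc the Elf5+/- gland showed no probe past the adjusted threshold. By limma 878 of 21872 probes had an unadjusted p under 0.05, against 1461 between the same stages of Elf5+/+. The smallest p values among lower genes belonged to the dynactin subunit Dctn4 (log2 -1.11, SE 0.23, n = 3 arrays per group, adjusted p = 0.553), the luminal keratin Krt7 (-1.05, SE 0.26) and the adipocyte carbonic anhydrase Car3 (-1.36, SE 0.35). Among higher genes they belonged to the histone H2bc18 (1.33, SE 0.35), the Ras pathway inhibitor Spry4 (0.85, SE 0.26) and Sgo1, which guards sister chromatids (0.63, SE 0.19); none passed. Leaving out Elf5+/- 8.5dpc replicate 2 gave 9 calls, the most for any array of this comparison; replicate 1 of that group was the other array that changed the count of 0.

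In the tree of rank correlations Elf5+/- virgin joined last, at a mean correlation of 0.517. Its nearest condition there was Elf5+/+ 10.5dpc (0.585), ahead of Elf5+/- 8.5dpc (0.544), while Elf5+/+ virgin, the baseline, could not be ranked. Relative to the mean of all conditions or to the embryo reference, Elf5+/+ virgin was the nearest to Elf5+/- virgin (0.382 and 0.824). With the authors' values, a setting chosen after the data were seen, Elf5+/- 8.5dpc was the nearest (0.602), ahead of Elf5+/+ 10.5dpc (0.599). Elf5+/- 8.5dpc joined Elf5+/+ 8.5dpc at 0.635. The mean squared difference between the 2 Elf5+/- conditions was 0.0732, below the 0.103 that the spread of independent arrays gives and the 0.0823 of differences within replicate numbers. They formed a pair with Pearson correlation, with only the most variable probes, and in 1 of 30 trees with an array left out, that without Elf5+/- 8.5dpc replicate 2.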

The *Elf5^+/−^* virgin and 8.5dpc samples were placed together on a separate node suggesting that they were most similar to one another, and more similar to the other pregnant conditions rather than to the *Elf5^+/+^* virgin condition. Notably, the *Elf5^+/−^* 10.5dpc and 14.5dpc conditions were clustered with the wildtype 8.5dpc sample, between the wildtype virgin and wildtype 10.5dpc samples, indicating that the expression profile of the 10.5dpc and 14.5dpc heterozygous gland was most similar to an earlier timepoint in the wildtype gland. 

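Some milk protein genes were already far up in Elf5+/- glands at 14.5dpc. The beta-casein gene Csn2 rose 13.7-fold from Elf5+/- virgin (log2 3.77, SE 0.40, n = 3 arrays per group, limma adjusted p = 2.82e-05) and the casein gene Csn1s2a 11.0-fold (3.46, SE 0.58, adjusted p = 0.0233). Aplp2 (probe NM_009691) rose by 3.74 (SE 0.57, adjusted p = 0.0102) and calponin, Cnn1, a contractile protein of myoepithelial cells, by 1.59 (SE 0.26, adjusted p = 0.0233). These 4 are all of the calls, with 1717 probes at an unadjusted p under 0.05 and 20 calls with replicate numbers as a block. At 10.5dpc limma called 0 probes against Elf5+/- virgin (787 at an unadjusted p under 0.05); Csn2 was 1.49 higher there (SE 0.40) and the transcription factor Klf5 0.98 (SE 0.27). Leaving out 1 array gave 1 (without Elf5+/- virgin replicate 2) to 17 calls at 14.5dpc (without Elf5+/- virgin replicate 1); Elf5+/- virgin replicate 3 and Elf5+/- 14.5dpc replicate 3 also moved it by more than 1.5 times.

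Elf5+/- 10.5dpc and 14.5dpc joined each other at a correlation of 0.680 and then, at 0.622, the late conditions. Elf5+/- 14.5dpc correlated with Elf5+/+ 14.5dpc at 0.725 and with Elf5+/+ 8.5dpc at 0.664. Relative to the mean of all conditions these correlations were 0.13 and 0.07. A node of Elf5+/- 10.5dpc and 14.5dpc with Elf5+/+ 8.5dpc appeared in 5 of 30 trees with 1 array left out, with Pearson correlation, and with the median of Elf5+/+ virgin or Elf5+/- 8.5dpc as baseline, the last 2 chosen after the data were seen.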

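Milk protein genes stood high in the Elf5+/+ gland at both late stages. At 14.5dpc Glycam1, a milk mucin, had risen 21.8-fold over Elf5+/+ virgin (log2 4.45, SE 0.94, n = 3 arrays per group, limma adjusted p = 0.00923) and the fatty acid binding protein Fabp3 18.7-fold (4.23, SE 0.71, adjusted p = 0.00148). At 16.5dpc Wap (probe V00856) stood 52.7-fold above virgin (5.72, SE 0.49), Csn1s2a 48.0-fold (SE 0.58), Csn2 28.5-fold (SE 0.40) and Csn1s1 28.4-fold (SE 0.71). The other Wap probe, NM_011709, stood 19.0-fold above virgin. Of 19 milk protein probes 6 rose at 14.5dpc and 7 at 16.5dpc, and Ltf, the gene of lactoferrin, fell at both (-0.76 and -0.69). The list's median was 0.82 and 0.91 (adjusted p = 0.00201 and 0.000155 with an estimated correlation). Of 16 myoepithelial probes 5 rose at 16.5dpc, among them Mylk (1.06, SE 0.19) and smooth muscle actin Acta2 (1.83, SE 0.48), and the list did not pass (adjusted p = 0.0504 with an estimated correlation).

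These 2 conditions joined first of all in the tree, at a correlation of 0.777, and their mean squared difference of 0.0617 is below the 0.0752 that the spread of independent arrays gives and the 0.0635 of differences within replicate numbers. They stayed together in 27 of 30 trees with 1 array left out; the exceptions were Elf5+/+ 14.5dpc replicates 2 and 3 and Elf5+/+ 16.5dpc replicate 2. Ratios to the embryo reference with no baseline taken off also parted them.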

Not surprisingly, the 14.5dpc and 16.5dpc wildtype conditions were most similar to one another. The *Elf5^+/−^* 16.5dpc condition was placed on a separate node, but adjacent to the wildtype 14.5dpc and 16.5dpc conditions, suggesting that the gene expression profile of the *Elf5^+/−^* 16.5dpc mammary gland had ‘caught up’ with the wildtype to some extent, although obvious gene expression differences remained.

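By 16.5dpc the Elf5+/- gland had raised part of the same program. Aplp2 (NM_009691) rose 33.7-fold from Elf5+/- virgin (log2 5.07, SE 0.57, n = 3 arrays per group, limma adjusted p = 7.37e-05), Csn1s2a 13.7-fold (SE 0.58, adjusted p = 0.00570) and Csn2 11.0-fold (SE 0.40, adjusted p = 7.37e-05); the RNA-binding protein gene Fxr2 rose by 3.20 (SE 0.65, adjusted p = 0.0484). Cox8b, a cytochrome c oxidase subunit of brown fat and muscle, fell by 1.18 (SE 0.19, adjusted p = 0.00773), the glutamate transporter Slc1a3 by 1.29 (SE 0.21), the lymphatic growth factor Vegfd by 1.35 (SE 0.26) and Shd by 1.62 (SE 0.30). In all 12 probes rose and 14 fell, 88 with replicate numbers as a block. Leaving out 1 array gave 3 (without Elf5+/- virgin replicate 2) to 31 calls; Elf5+/- virgin replicate 3 and Elf5+/- 16.5dpc replicate 3 also moved the count by more than 1.5 times. The endothelial list was lower (median -0.36 over 14 probes, adjusted p = 0.00941 with an estimated correlation).

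Elf5+/- 16.5dpc joined the 2 late Elf5+/+ conditions at a correlation of 0.696, nearer Elf5+/+ 14.5dpc (0.728) than Elf5+/+ 16.5dpc (0.665). Its mean squared difference was 0.0697 to the first and 0.102 to the second. The spread of independent arrays gives 0.0807 and 0.0806, and that of differences within replicate numbers 0.0517 and 0.0641. That place held in 27 of 30 trees with 1 array left out, all but those without Elf5+/+ 14.5dpc replicate 3, Elf5+/+ 16.5dpc replicate 3 or Elf5+/- 16.5dpc replicate 2. The paper proposes that the Elf5+/- gland is delayed and partly regains the wild-type state by 16.5dpc.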

A principal components analysis (PCA) was also performed on the dataset to examine the relationships between the transcriptional profiles of the experimental conditions (Figure 1b). A three-dimensional scatter plot mapping the experimental conditions by the first three principal components showed that the *Elf5*+/+ conditions are separated based upon whether they originated from a pregnant animal or not i.e. the virgin *Elf5*+/+ condition was placed alone, whereas the 4 conditions representing pregnant *Elf5*+/+ animals were clustered together. 

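Areg, St8sia2 and Ly6d fell in Elf5+/+ pregnancy. Areg, the epidermal growth factor ligand of duct elongation, fell by 2.43 (SE 0.65, n = 3 arrays per group, limma adjusted p = 0.0432) from virgin to 14.5dpc and 2.89 (adjusted p = 0.0117) to 16.5dpc. The sialyltransferase St8sia2 changed by -2.27 (SE 0.38) and -2.49, and Ly6d by -2.83 (SE 0.48) and -2.69. Adipocyte markers were lower (median -0.85 at 14.5dpc over 14 probes, adjusted p = 0.0399 with an estimated correlation), with Car3 the 1 gene called (-1.52, SE 0.35). Endothelial markers were lower too (median -0.34 at 14.5dpc and -0.43 at 16.5dpc, adjusted p = 0.0148 and 0.0101 with an estimated correlation), with Cldn5 called at 16.5dpc.

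The first 3 components held 34.0%, 15.1% and 13.0% of the variance of the 10 condition means. In their space Elf5+/+ virgin lay 32.8 units from its nearest Elf5+/+ condition, 10.5dpc, and the 4 pregnant Elf5+/+ conditions had a neighbour of their genotype at 16.8 or 22.6.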

The 4 pregnant conditions showed increasingly greater variance from the first component in accordance with the stage of pregnancy. 

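Cell division genes as a list were higher in Elf5+/+ at 10.5dpc, 14.5dpc and 16.5dpc than in virgin. The median of 32 proliferation probes was 0.25 at 8.5dpc, 0.40 at 10.5dpc, 0.55 at 14.5dpc and 0.36 at 16.5dpc (adjusted p = 0.0974, 0.0304, 0.00318 and 0.0418 with an estimated correlation), and 2, 1, 8 and 4 probes rose; Ccna2, cyclin A, reached 1.96 (SE 0.33) and Ccnb1, cyclin B, 2.19 (SE 0.48) at 14.5dpc. Ductal transport genes fell early and stayed low, with medians of -0.77, -0.74, -0.83 and -0.58 over 10 probes, of which 4, 4, 5 and 5 fell (adjusted p = 4.58e-05, 2.99e-05, 0.000199 and 0.00345 with an estimated correlation). The ductal list holds genes of Table S2, which were picked on the same Elf5+/+ virgin arrays. Its fall from those arrays is therefore not independent of that choice. Gpx3, a secreted peroxidase, changed by -2.07 (SE 0.35) at 14.5dpc. At 16.5dpc 88 of 1300 immunoglobulin probes rose, while the 13 probes of B cell marker genes had a median of 0.03. The lists cover 21 groups, of which 3, 7, 10 and 11 passed at the 4 stages with a preset correlation, and 1, 2, 7 and 7 with an estimated one.

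The first component placed Elf5+/+ at -30.1 in virgin and -11.9, -4.43, 22.7 and 31.7 over the 4 pregnant stages, with an SD between 3 arrays of 1.91 to 5.07. Elf5+/- stood at -17, -10.6, -7.09, 10.8 and 15.9, with an SD between 3 arrays of 2.54 to 9.71. At 14.5dpc its replicates 1, 2 and 3 stood at 4.74, 6.36 and 21.3, against 19.9, 26.4 and 21.7 in Elf5+/+. In the number of probes past limma's threshold against Elf5+/+ virgin, 10.5dpc had 28 (46 with the replicate block), 14.5dpc 572 (1096) and 16.5dpc 838 (1510). With 1 array left out these were 7 to 23, 232 to 422 and 357 to 522. The lowest came without replicate 2, 1 and 1 of the pregnant Elf5+/+ group. Every array moved its count by more than 1.5 times except Elf5+/+ virgin replicate 3 and 10.5dpc replicate 1 for 10.5dpc and Elf5+/+ 14.5dpc replicate 3 for 14.5dpc. Of probes without overlap between groups there were 13.3%, 20.2% and 23.7%, where chance gives 10%.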

The separation of the wildtype pregnant conditions according to the stage of pregnancy also occurred in the direction of the third component. Here, the later the stage of pregnancy they represented the closer they were placed to 1 on the axis of the third component.

Supporting the condition dendrogram, the virgin *Elf5^+/−^* sample was positioned closer to the pregnant samples of both genotypes than to the wildtype virgin sample. 

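4 genes picked for a difference between the virgin genotypes had mean levels in Elf5+/- virgin between those of Elf5+/+ virgin and 8.5dpc. Wif1, a secreted Wnt inhibitor, had a log2 ratio of -2.04 ± 0.29 in Elf5+/+ virgin, -0.79 ± 0.35 in Elf5+/- virgin and -0.60 ± 0.16 in Elf5+/+ 8.5dpc (mean ± SD, n = 3 arrays each). Reln, the gene of the matrix protein reelin, was at -1.24 ± 0.39, -0.22 ± 0.28 and 0.36 ± 0.07. Aqp5 was at 2.28 ± 0.16, 0.18 ± 0.75 and -0.72 ± 0.56, and Stc2 at 1.41 ± 0.09, 0.33 ± 0.33 and -0.34 ± 0.09. The Elf5+/- virgin differences of these 4 did not pass limma (adjusted p = 0.271, 0.388, 0.377 and 0.192).

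Both comparisons share the 3 Elf5+/+ virgin arrays, which gives a likeness without any change. Over 18899 probes without missing values the genotype difference in virgin correlated at 0.498 with the difference of Elf5+/+ 8.5dpc from virgin. In 100 simulated draws of unchanged groups, a test chosen after the data were seen, the mean was 0.492 (0.00894 to 0.872). Of the 20 probes with the smallest p between virgin genotypes 100% went the same way, against 95.6% in the draws. The second difference was 1.048 times the first in these 20 (median), against 0.52, with 1 of 100 draws as high. For 10.5dpc, 14.5dpc and 16.5dpc this ratio was 1.04, 1.03 and 1.04, so it singles out no stage.

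Over the first 3 components Elf5+/- virgin was nearest to Elf5+/+ virgin, at 18.7 units. Over all probes their mean squared difference was 0.0580, where the spread of independent arrays gives 0.0801 and that of differences within replicate numbers 0.0733. To Elf5+/+ 8.5dpc and 10.5dpc the values were 0.0776 and 0.0654.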

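At 14.5dpc milk protein genes as a list were lower in Elf5+/- glands (15 of 19 probes, median -0.83), while 3 casein genes did not pass. Csn2 was 4.32 ± 0.45 (mean ± SD, n = 3 arrays), against 2.78 ± 0.45 in Elf5+/+ 10.5dpc, and lay 0.64 above Elf5+/+ 14.5dpc in limma (SE 0.40). Fabp3 was at -2.78 ± 0.39, beside -2.80 ± 0.46 in Elf5+/+ virgin. Csn1s1 was 0.18 below Elf5+/+ 14.5dpc (-0.18, SE 0.71) and Csn3 0.67 above (SE 1.11). With these SE, changes over 2-fold remain possible for all 3, for Csn2 only as a higher level in Elf5+/-.

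On 3 components the nearest of all conditions to Elf5+/- 14.5dpc was Elf5+/- 10.5dpc, at 24.0 units, and the nearest Elf5+/+ condition was 8.5dpc, at 25.8. Placed singly by rank correlation with the Elf5+/+ stages, the 3 Elf5+/- 14.5dpc arrays fell 1 each at 8.5dpc, 14.5dpc and 16.5dpc. Their mean squared difference to Elf5+/+ 8.5dpc was 0.0733 and to Elf5+/+ 14.5dpc 0.0738, with 0.0767 and 0.0733 from the spread of independent arrays and 0.0543 and 0.0633 from differences within replicate numbers.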

The *Elf5^+/−^* 14.5dpc condition was placed closest to the 8.5dpc and 10.5dpc wildtype conditions suggesting that it had greatest similarity to the wildtype mammary gland at earlier stages of pregnancy. 

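An index of the genes that change in Elf5+/+ pregnancy was lower in the Elf5+/- gland at the 2 late stages. In Elf5+/+ it was -1.12 ± 0.24 in virgin, -0.10 ± 0.14, 0.03 ± 0.19, 1.25 ± 0.88 and 1.45 ± 0.94 at 8.5dpc, 10.5dpc, 14.5dpc and 16.5dpc (mean ± SD, n = 3 arrays), and in Elf5+/- -0.59 ± 0.46, -0.08 ± 0.26, -0.19 ± 0.17, 0.41 ± 0.14 and 0.69 ± 0.39. From virgin to 16.5dpc it moved by 1.28 in Elf5+/- and 2.56 in Elf5+/+, a share of 50.0% that varied between replicate numbers. In replicates 1, 2 and 3 of Elf5+/+ it went from -1.27 to 2.475, -1.24 to 1.235 and -0.84 to 0.63. In those of Elf5+/- it went from -0.17 to 1.06, -1.09 to 0.74 and -0.51 to 0.28. The genes are those such as Wap, Csn2 and Areg that limma calls between Elf5+/+ virgin and late pregnancy, chosen for each replicate number without its own arrays (51 to 1060 genes). They were picked for changing in Elf5+/+, and no index was made from genes that change in Elf5+/-. Part of the smaller movement in Elf5+/- may follow from that choice.

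Over 14.5dpc and 16.5dpc the Elf5+/- index was lower by 0.80 (-0.80, exact permutation p = 0.045 of 400 rearrangements, two-sided). Within replicate numbers it was lower in 6 of 6 pairs (exact sign-flip permutation p = 0.0313, 64 flips). In virgin it was 0.53 higher (exact permutation p = 0.2, where 20 rearrangements allow no less than 0.1). With 1 array left out the late difference lay between -1.0 and -0.54, and its exact permutation p was over 0.05 for 10 of 12 arrays, all but Elf5+/+ 14.5dpc replicate 3 and Elf5+/+ 16.5dpc replicate 3. With rising genes alone it was -0.54 (exact permutation p = 0.135) and with the authors' values -0.81 (exact permutation p = 0.075). These rearrangements mix replicate numbers, whose indices rest on different genes. Within replicate numbers, chosen after the data were seen, the authors' values gave 6 of 6 pairs lower (exact sign-flip permutation p = 0.0313) and rising or falling genes alone 5 of 6 each (0.0625). With any array left out all 5 remaining pairs were lower, where 5 pairs allow no p under 0.0625. On the 3 components Elf5+/- 16.5dpc lay 18.8 units from Elf5+/+ 14.5dpc, its nearest condition.

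**Figure D2:**
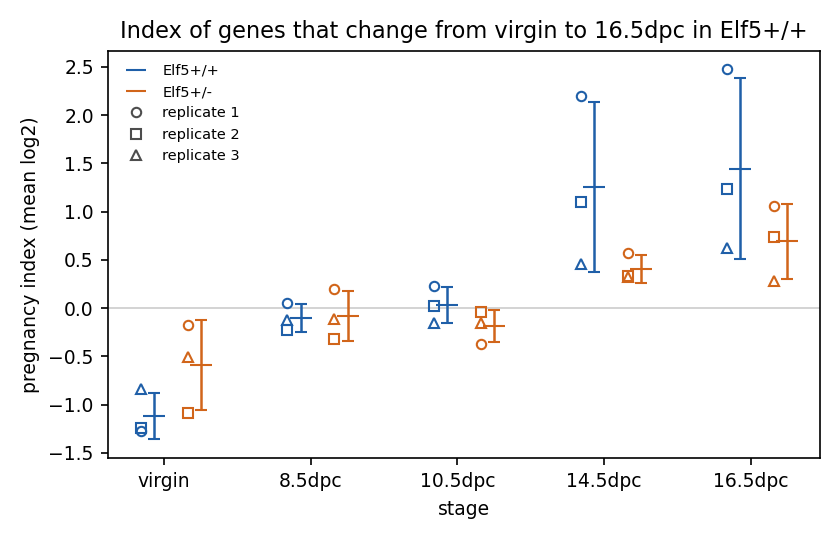
Pregnancy index (vertical axis, mean log2 change of the genes that change in Elf5+/+ pregnancy) by stage (horizontal axis), 1 point per array and bars for the means of 3 arrays. Elf5+/- means are 0.41 and 0.69 at 14.5dpc and 16.5dpc, below the Elf5+/+ means of 1.25 and 1.45.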

The 16.5dpc *Elf5^+/−^* condition was positioned closest to the 14.5dpc wildtype sample indicating that the expression profile of the *Elf5^+/−^* gland is becoming more similar to a more developed gland after 14.5dpc. It should be noted however that morphologically and functionally the *Elf5^+/−^* gland remains underdeveloped compared to the wildtype gland [3].

### Expression of milk proteins is delayed in the *Elf5^+/−^* mammary gland

Milk protein expression in the mammary gland can be used as a measure of differentiation. Expression of α-casein and β-casein proteins was first evident at 12.5dpc in the *Elf5*+/+ mammary gland, while Wap appeared at 14.5dpc (Figure 2a). In contrast, in the *Elf5^+/−^* mammary gland, expression of α- and β-caseins was not apparent until 16.5dpc. This result supports the notion that at 14.5dpc the *Elf5^+/−^* mammary gland is most similar to a very early stage wildtype gland, while at 16.5dpc the *Elf5^+/−^* gland is more like a gland that has entered the differentiation program. Indeed, the milk protein expression profile of the *Elf5^+/−^* 16.5dpc gland is similar to the wildtype 12.5dpc. gland.

**Figure 2:**
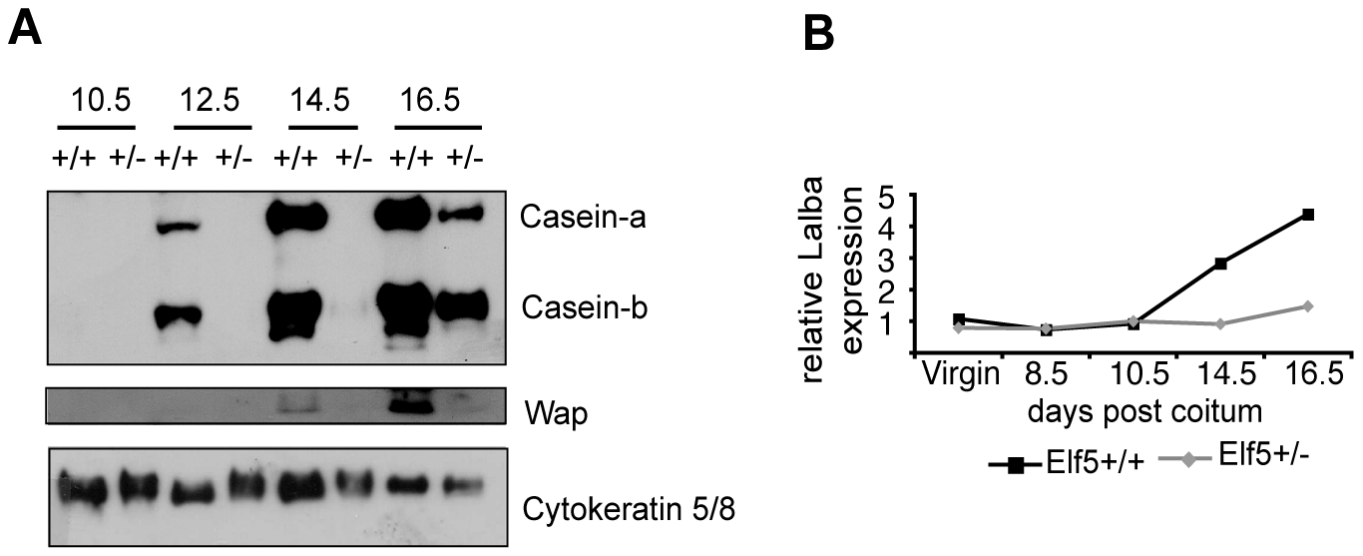
Differentiation of the *Elf5^+/−^* mammary gland during pregnancy is delayed. **A.** Western blot analysis of the milk proteins α-casein, β-casein and Wap in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice. **B.** Lactalbumin (Lalba) expression in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice measured by microarray analysis. Expression is shown relative to the virgin *Elf5^+/+^* sample.

Chronologically, the milk protein gene *α-lactalbumin* is the last milk protein gene to be expressed during pregnancy-associated mammary gland development [11]. The expression of *α-lactalbumin* has been used to determine whether a mammary gland has progressed from the first stage of lactogenesis known as the secretory initiation phase to the second stage, the secretory activation phase [12]. To determine whether the *Elf5^+/−^* mammary gland had proceeded through secretory initiation, we examined the level of *α-lactalbumin* expression in the *Elf5^+/−^* mammary gland in our microarray experiment (Figure 2b). Unlike the wildtype gland, at 14.5dpc there was no significant increase in *α-lactalbumin* expression in the *Elf5^+/−^* gland and furthermore, the static expression level of *α-lactalbumin* in the *Elf5^+/−^* gland suggested that the *Elf5^+/−^* gland had not proceeded through secretory initiation by 16.5dpc.

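Lalba, which encodes the lactose synthase subunit of milk, was at a log2 ratio of 0.51 ± 0.22 in Elf5+/+ virgin, 0.02 ± 0.34 at 8.5dpc, 0.33 ± 0.40 at 10.5dpc, 1.66 ± 0.65 at 14.5dpc and 2.77 ± 0.56 at 16.5dpc (mean ± SD, n = 3 arrays). It rose in Elf5+/+ from virgin by 1.15 to 14.5dpc (SE 0.29, limma adjusted p = 0.0313), 2.23-fold, and by 2.26 to 16.5dpc (adjusted p = 6.19e-05), 4.79-fold. In Elf5+/- it was at 0.12 ± 0.02, 0.06 ± 0.34, 0.34 ± 0.12, 0.41 ± 0.27 and 0.87 ± 0.26, with 0.29 (adjusted p = 0.855) and 0.74 (SE 0.29, unadjusted p = 0.0176, adjusted p = 0.442) from virgin to 14.5dpc and 16.5dpc. The paper proposes that the Elf5+/- gland had not passed secretory initiation by 16.5dpc.

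Between genotypes the difference was -1.25 at 14.5dpc (SE 0.29, limma adjusted p = 0.259) and -1.90 at 16.5dpc (SE 0.29, limma adjusted p = 0.00698); 3 arrays against 3 allow no exact permutation p under 0.1, which both stages reached. Over the 2 stages together it was -1.58 (exact permutation p = 0.005, two-sided), and stayed at that p with any of 12 arrays left out. The limma call at 16.5dpc is lost without Elf5+/+ 16.5dpc replicate 3, without Elf5+/- 16.5dpc replicate 3 and with the authors' values or only the 6 arrays of the stage; over 21 alternatives the adjusted p ran from 0.00121 to 0.812. The gap at 14.5dpc did not differ from that at 16.5dpc past the threshold (0.66, limma adjusted p = 1.00).

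**Figure D3:**
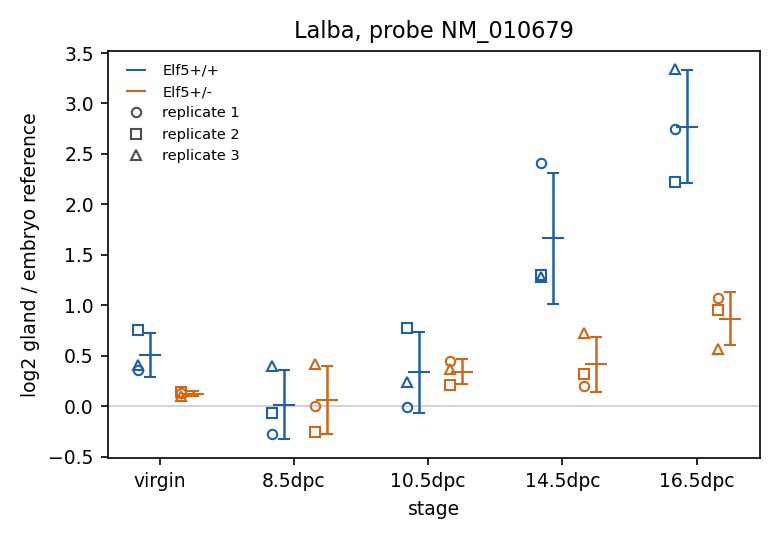
Lalba as log2 ratio of gland to embryo reference (vertical axis) by stage (horizontal axis), 1 point per array (n = 3) and bars for the group means. At 16.5dpc the Elf5+/+ mean is 2.77 and the Elf5+/- mean 0.87.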

### Pregnancy associated increase of Elf5 expression is delayed in the *Elf5^+/−^* mammary gland

To examine the correlation between *Elf5* expression levels and the gene expression profiles observed we measured *Elf5* mRNA and protein in *Elf5^+/+^* and *Elf5^+/−^* mammary glands at various stages of pregnancy (Figure 3). In the *Elf5* ^+/+^ mammary gland *Elf5* mRNA expression increased during the course of pregnancy, reaching a 49 fold induction in expression by 16.5dpc compared to its expression in the wildtype virgin gland (Figure 3a). Others have shown a similar Elf5 expression pattern during pregnancy-associated mammary gland development in C57Bl/6 x 129SVPas mice [5]. Expression of *Elf5* remained relatively low in the *Elf5^+/−^* mammary glands throughout early pregnancy but began to increase at the later timepoints (Figure 3a). In the *Elf5^+/−^* gland at 14.5dpc, *Elf5* expression increased by 5.94 fold with respect to the virgin wildtype gland, compared with 34.72 fold in the *Elf5^+/+^* gland (p<0.001). Likewise, at 16.5dpc *Elf5* expression in the *Elf5^+/−^* mammary gland had only increased by 13.69 fold (with respect to the virgin wildtype condition), whereas in the pregnant wildtype mammary gland at this stage, *Elf5* expression was increased by 49.08 fold (p<0.001). In the wildtype mammary gland, Elf5 protein was detected at all time points examined and its expression increased throughout pregnancy as previously described (Figure 3b) [3], [5]. Similar to its mRNA expression pattern, Elf5 protein was detected in all *Elf5^+/−^* mammary gland samples, however the levels of Elf5 expression remained comparable to that in the 10.5dpc *Elf5^+/−^* mammary gland until 16.5dpc where it increased slightly (Figure 3b).

**Figure 3:**
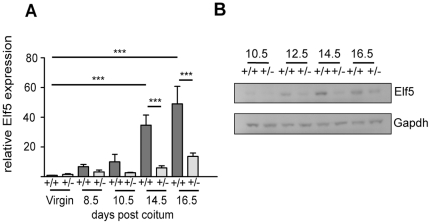
Elf5 expression profile during pregnancy associated mammary gland development. **A.** *Elf5* mRNA expression in in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice measured by qRT-PCR. Expression is shown relative to the average expression of *Elf5* in the *Elf5^+/+^* virgin samples. ***p<0.001. n = 3. **B.** Western blot analysis of Elf5 protein expression in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice during pregnancy.

### Identification of potential Elf5 target genes

To identify potential Elf5 targets, gene expression changes due to Elf5 heterozygosity were examined at each individual timepoint. 

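Milk genes were lower in Elf5+/- glands in late pregnancy. At 14.5dpc 15 of 19 milk protein probes were lower (median -0.83, adjusted p = 0.000638 with an estimated correlation), 1 past limma's threshold over all probes and 9 adjusted over the list alone. At 16.5dpc 18 of 19 were lower (median -0.90, adjusted p = 0.000195 with an estimated correlation), with 3 that fell and 5 adjusted over the list alone. Genes of the milk fat globule and secretory activation were lower in 23 of 26 probes at 14.5dpc (median -0.40, adjusted p = 1.20e-06 with an estimated correlation) and 19 of 26 at 16.5dpc (-0.30, adjusted p = 0.000195); Gjb6, a gap junction protein, fell at both. Averaged over the 4 pregnant stages Wap (V00856) was 2.0 log2 units lower (-2.0, SE 0.24, n = 12 arrays per genotype, adjusted p = 0.000488) and Gjb6 0.77 lower (-0.77, SE 0.12, adjusted p = 0.0221, up to 0.153 over 37 alternatives). The other Wap probe, NM_011709, was at -1.13 (SE 0.22, limma adjusted p = 0.103) and did not pass. It passed in 5 of 37 alternatives. Rogdi was at -0.51 (adjusted p = 0.103) and Dusp14, a phosphatase, at 0.38 (adjusted p = 0.363), neither past the threshold. Rogdi passed in 7 of 38 alternatives, the replicate block among them (adjusted p = 0.0117), and Dusp14 in 1, array weights (adjusted p = 0.0328), but not with the block (0.169).

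The following lists passed with a preset correlation and not with an estimated one. Fatty acid and triglyceride synthesis was at -0.24 in virgin, -0.27 at 8.5dpc and -0.48 at 16.5dpc (adjusted p = 0.399, 0.230 and 0.0879 with an estimated correlation); the fatty acid ligase gene Acsl4 was -1.03 at 16.5dpc (SE 0.21, adjusted p = 0.0881). Stromal genes were at 0.23 in virgin and 0.24 at 14.5dpc, adipocyte markers at 0.38 at 14.5dpc, luminal markers at -0.20 at 16.5dpc and proliferation genes at -0.13 at 14.5dpc (adjusted p = 0.295, 0.214, 0.241, 0.184 and 0.309 with an estimated correlation).

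By limma 3 probes passed in virgin, 4 at 14.5dpc and 9 at 16.5dpc, and 0 at 8.5dpc and 10.5dpc (707 and 579 at an unadjusted p under 0.05); with replicate numbers as a block 3, 11, 13, 0 and 0. Without Elf5+/+ 14.5dpc replicate 3 the count at that stage was 50 and without replicate 1 it was 1, while 6 passed at 8.5dpc without Elf5+/- 8.5dpc replicate 2. The average over pregnancy had 2 calls (8 with the block, 13 without Elf5+/+ 14.5dpc replicate 3, and moved by more than 1.5 times by 16 of 24 arrays) and the comparison of 14.5dpc with 16.5dpc 0 (758 at an unadjusted p under 0.05; 14 without Elf5+/+ 14.5dpc replicate 3). Probes without overlap between genotypes made up 6.93%, 5.26%, 8.87%, 10.3% and 13.4% over the 5 stages, where exchangeable arrays would give 10%. Arrays that share a replicate number are not fully exchangeable, so shares below 10% do not show an absence of differences.

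**Figure D4:**
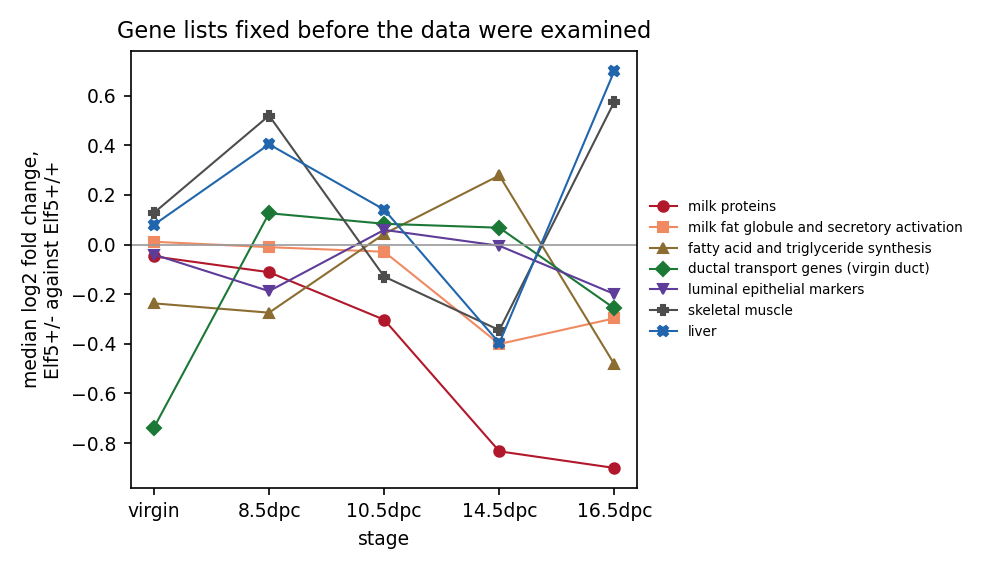
Median log2 difference of Elf5+/- against Elf5+/+ (vertical axis) for 7 gene lists at 5 stages (horizontal axis), n = 3 arrays per group. Milk proteins reach -0.83 at 14.5dpc and -0.90 at 16.5dpc.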

Lists of the gene expression changes and the gene ontology analysis of these changes can be found in supplementary Tables S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14 with accompanying descriptions in supplementary files S1 and S2. We also used clustering algorithms to organise our data. This type of analysis assembles genes with common patterns of expression into groups, called clusters. Our rationale for choosing clustering was that genes grouped according to their similar expression patterns were likely to be co-regulated. By clustering our data set and identifying the cluster containing Wap, a known Elf5 target gene [6], we anticipated identifying other Elf5 targets.

Employing two commonly used algorithms, K-means and self organising maps (SOMs), we searched for the genes that clustered with *Wap*. Independent K-means clustering was performed 10 times, the first time with a K value of 5, after which the K value was increased by 5 each time until 50 clusters was reached. Of the 10 K-means analyses performed, K = 15 produced the highest explained variability (70.435%) and for this reason was used in the remainder of our analysis. We also generated multiple SOMs (4×4, 4×5, 4×6, 5×5, 5×6 and 6×6), with the 6×6 SOM generating the highest explained variability (79.419%). We identified the clusters from each of the 15 cluster K-means and the 6×6 SOM that contained *Wap* and compared the two lists to identify 23 common genes (Figure 4). 

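Genes that share the profile of Wap (probe NM_011709) over the 10 conditions were sought by correlation and by clustering. Among genes with a symbol and a range of at least 1 log2 unit, the best correlated were the receptor phosphatase Ptprf (0.982), Rogdi (0.975), the apoptosis gene Bmf (0.973), Cplx1 (0.966) and the tight junction gene Cldn8 (0.960). Of 2431 probes with a range of at least 1 log2 unit, 117 fell in the Wap cluster of K-means (K = 15) and 85 in that of the 6×6 map, with 64 in both. The clusterings explained 80.4% and 83.9% of the variability. Of the 19 probes measured for the genes the text names as clustered with Wap, 5 were in both, 11 in the K-means cluster and 5 in the map's. In 2 of 10 other random starts 11 were in both and 12 in the map's, and in the other 8 again 5 and 5. In the reported setting the other Wap probe, V00856, was in neither cluster. With profiles standardised per gene V00856 was in both clusters, which then had 49 probes in common. Only 5 of those 49 were among the 64, and 3 of them were among the 19 named probes.

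The number in both moved with the settings: 46 to 86 over 10 other random starts, 25 with K = 10, 31 with K = 20, 269 with all probes and 1 with a range of at least 2. It was 28 without replicate 3 and 121 without replicate 1. With V00856 as the Wap probe, a setting chosen after the data were seen, 10 probes were in both, none of them among the 64, and 6 of the 19 named ones. In a test on simulated data all 25 planted probes were found in both clusters.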

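Of the 17 genes the text names from the Wap cluster, 15 have probes, 19 in all. At 14.5dpc 17 of these were lower in Elf5+/- (median -1.26) and at 16.5dpc 17 (median -1.08); 10 were lower at 8.5dpc (median 0.00) and 14 at 10.5dpc (median -0.17). Over the 4 pregnant stages 7 probes were lower at all 4, 8 at 3 and 4 at 2 or fewer. Gjb2, a gap junction protein of secretory cells, was -0.27, -1.10, -2.13 and -1.50 (SE 0.54, and 0.62 at 14.5dpc), and Csn1s2a -0.74, -1.46, -1.32 and -1.92. Bcl2l15, listed as Gm566, was 0.42 at 8.5dpc and -0.17 at 10.5dpc before -1.49 and -2.08 later.

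Past limma's threshold over all probes were 0, 0, 2 and 3 probes at the 4 stages (0, 1, 13 and 11 at an unadjusted p under 0.05), and 0, 0, 13 and 11 adjusted over the list alone. The list's adjusted p with an estimated correlation was 2.07e-06 at 14.5dpc and 6.63e-05 at 16.5dpc. Since the study picked these genes on these samples, their direction is not independent evidence. Without Elf5+/+ 8.5dpc replicate 3 only 3 probes were lower at all 4 stages. Among the 64 probes of both clusters here, 13 were lower at all 4 stages and 44 at both late ones.

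**Figure D5:**
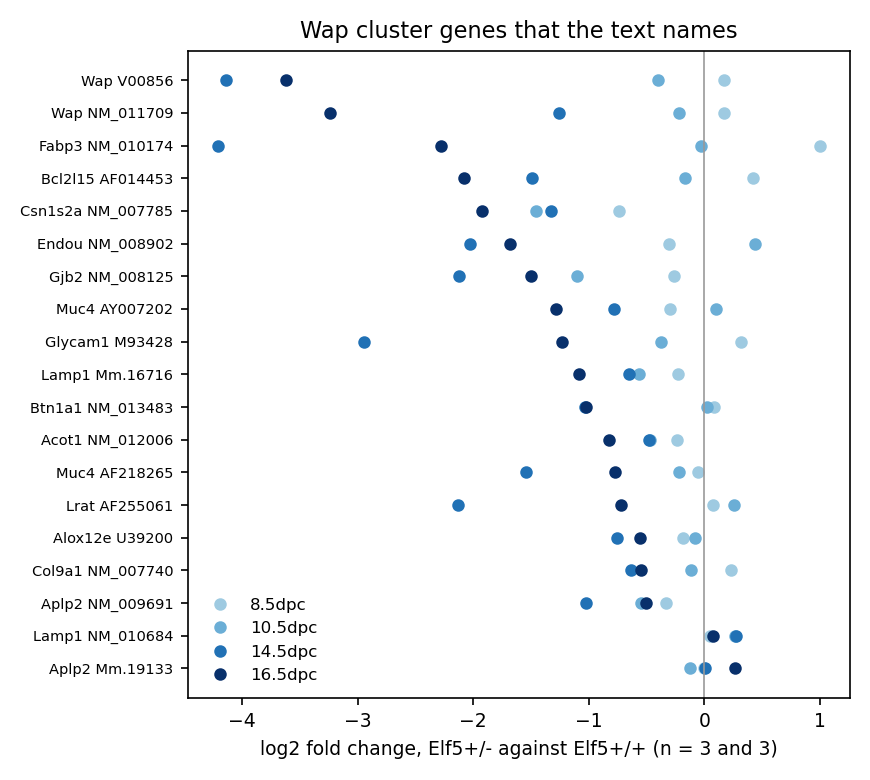
Log2 difference of Elf5+/- against Elf5+/+ (horizontal axis) for the 19 probes of the genes the text names from the Wap cluster (vertical axis). Each probe has 1 point for each of the 4 pregnant stages, coloured by stage, from 3 arrays per group. The medians are near 0 at 8.5dpc and 10.5dpc and -1.26 and -1.08 at 14.5dpc and 16.5dpc.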

The expression of all 23 of these genes was downregulated at all timepoints in the pregnant *Elf5^+/−^* gland compared to the pregnant wildtype gland.

**Figure 4:**
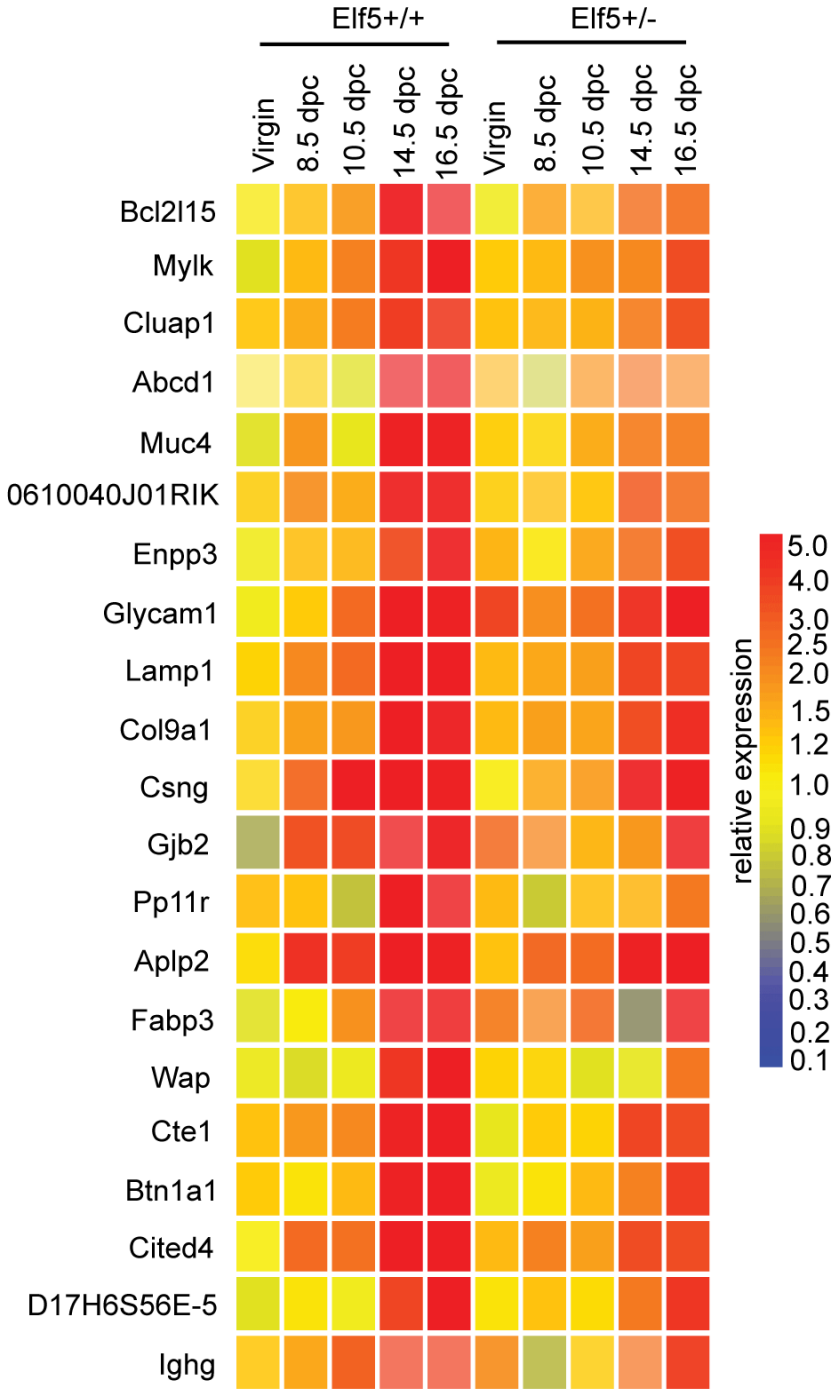
Genes that clustered with the known Elf5 target gene Wap. Expression profiles of the 23 genes that consistently clustered with *Wap* using 2 clustering algorithms, in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice. Gene expression is shown relative to expression in the virgin *Elf5^+/+^* condition.

Next we used the DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov/home.jsp) [13] to determine whether any gene ontology classification was over-represented in the 23 genes that consistently clustered with *Wap* (Table 1). The gene ontology (GO) terms signal, extracellular space, cellular lipid metabolism, lipid metabolism and glycoprotein were all identified as being significantly enriched in the list with each having a p-value less than 0.05. 

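Wap, Glycam1 and Btn1a1 of this group encode proteins of milk. Wap (V00856), the whey acidic protein, was 0.17 and -0.40 at 8.5dpc and 10.5dpc, and Glycam1 0.31 and -0.38, before -2.95 at 14.5dpc and -1.24 at 16.5dpc (SE 0.94, n = 3 arrays per group). Butyrophilin, Btn1a1, which coats the milk fat globule, was 0.08, 0.03, -1.03 and -1.02 over the 4 pregnant stages (SE 0.32). The cartilage collagen Col9a1 was 0.23, -0.11, -0.64 and -0.55 (SE 0.32). Pp11r, now Endou, was -0.30, 0.44, -2.03 and -1.68 (SE 0.59). The lysosomal membrane gene Lamp1 was -0.22, -0.56, -0.65 and -1.08 on 1 probe (SE 0.35) and 0.05, 0.27, 0.28 and 0.08 on probe NM_010684 (SE 0.22). For Aplp2 probe NM_009691 read -0.33, -0.54, -1.02 and -0.50 (SE 0.57), with the other probe between -0.12 and 0.27.

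In limma Wap alone of these passed over all probes. At 14.5dpc Endou passed with replicate numbers as a block (adjusted p = 0.0401, without the block 0.914).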

The GO terms signal and extracellular space defined under annotation cluster 1, represented 34.78% of the 23 genes and included *Csng*, *Lamp1*, *Col9a1*, *Wap*, *Btn1a1*, *Glycam1*, *Aplp and Pp11r*. 

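Of the genes here that handle lipids, Fabp3, Lrat and Alox12e differed most at 14.5dpc and Acot1 at 16.5dpc. Fabp3, which binds fatty acids in the cell, was 18.5-fold lower in Elf5+/- (log2 -4.21, SE 0.71, n = 3 arrays per group) and 2.28 lower at 16.5dpc (-2.28), with 1.00 and -0.03 at 8.5dpc and 10.5dpc. Lrat, which stores retinol as its esters, was 0.08, 0.26, -2.14 and -0.72 over the 4 pregnant stages (SE 0.52). Cte1, now Acot1, an acyl-CoA thioesterase, was -0.24, -0.47, -0.48 and -0.83 (SE 0.35), and the lipoxygenase Alox12e -0.18, -0.08, -0.75 and -0.55 (SE 0.31, and 0.36 at 10.5dpc).

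Fabp3 fell at 14.5dpc by limma (adjusted p = 0.0264); the 3 others did not pass at any stage. That call is lost in 12 of 21 alternatives, among them each array of the stage left out in turn except Elf5+/+ 14.5dpc replicate 3, over which the adjusted p ran from 5.66e-05 to 0.651.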

The terms cellular lipid metabolism and lipid metabolism defined under annotation cluster 2, represented 17.39% of the genes and included *Cte1*, *Lrat*, *Fabp3*, *Alox12e*. The term glycoprotein was also significantly enriched (annotation cluster 3) and represented the genes *Lamp1*, *Col9a1*, *Btn1a1*, *Glycam1*, *Aplp* and *Ighg*.

**Table 1:** Functional annotation clustering of the 23 genes that clustered with Wap.

GO Term	Number of genes	% of the 23 genes represented	p-value
*Annotation cluster 1*			
Signal	7	30.43%	0.0023
Extracellular space	8	34.78%	0.0068
*Annotation cluster 2*			
Cellular lipid metabolism	4	17.39%	0.0073
Lipid metabolism	4	17.39%	0.012
*Annotation cluster 3*			
Glycoprotein	6	26.09%	0.0234

### Identification of *Ets* binding sites in the upstream regions of potential Elf5 target genes

We hypothesised that the promoter of a gene whose expression is directly regulated by Elf5 would contain an *Ets* binding site – and more specifically, an *Ets* site with a specific flanking sequence reported to be preferred by Elf5 [5′(A/C)GGAA(G/A)(T/G)(A/G)NNC 3′] [14]. The predicted promoter regions (1000 bp upstream of the transcriptional start site) of 20 of the 23 genes clustered with *Wap* were obtained using EZretrieve. (http://siriusb/umdnj.edu:18080/EZRetrieve/index.jsp) and Promoser (http://biowulf.bu.edu/zlab/PromoSer). The upstream sequences for the genes *Acbd7*, *Ighg* and *Gm566* were not identified by these programs. Putative promoter sequences were searched using the Transcriptional Element Search System (TESS), which is accessible via the web-based Baylor College of Medicine (BCM) Search Launcher (http://searchlauncher.bcm.tmc.edu/). Of the 20 promoter sequences searched, 5 (*Wap*, *Muc4*, *Col9a1*, *Pp11r* and *Lamp1*) contained at least one putative *Ets* binding site. We chose to investigate *Muc4* as a potential direct transcriptional target of Elf5 since *Muc4* has a role in the pregnant mammary gland in rodents and in humans and dysregulated expression of *MUC4* has been associated with breast cancer [15]. Moreover, MUC4 is transcriptionally regulated by another Ets factor, PEA3 [9]. In addition, the predicted *Ets* sites at nucleotide positions −216 and −1613 (where numbering is relative to the initiating ATG) of the human *MUC4* promoter are almost identical to the preferred *Elf5* binding site, with only the 3′ nucleotide differing from the predicted *Elf5* preferred sequence.

### *Muc4* expression is decreased in the *Elf5^+/−^* mammary gland

The *Muc4* expression pattern observed in the microarray analysis (Figure 5a) was confirmed by quantitative real time RT-PCR on RNA samples distinct from those used in the microarray experiments (Figure 5b). 

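Muc4, a membrane mucin of the milk fat globule and the apical surface, was measured by 2 probes. On probe AY007202 its log2 ratio in Elf5+/+ was -0.11 ± 0.34 in virgin, 0.57 ± 0.06 at 8.5dpc, 0.23 ± 0.11 at 10.5dpc (n = 2), 1.55 ± 0.95 at 14.5dpc and 2.38 ± 0.27 at 16.5dpc (mean ± SD, n = 3 arrays). It rose 3.16-fold from virgin to 14.5dpc (limma adjusted p = 0.00606) and 5.63-fold to 16.5dpc (limma adjusted p = 0.000105). In Elf5+/- it was 0.09 ± 0.22, 0.27 ± 0.35, 0.33 ± 0.18, 0.76 ± 0.34 and 1.1 ± 0.50, with 0.67 (limma adjusted p = 0.647) and 1.00 (limma adjusted p = 0.330) from virgin to the late stages. On probe AF218265 Elf5+/+ rose by 1.89 to 14.5dpc (limma adjusted p = 0.0194) and stood at 1.80 ± 1.29 there and 1.13 ± 0.82 at 16.5dpc, with Elf5+/- at 0.26 ± 0.38 and 0.36 ± 0.33.

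Between genotypes AY007202 was 0.20 in virgin, -0.30 at 8.5dpc and 0.11 at 10.5dpc, then -0.78 at 14.5dpc and -1.29 at 16.5dpc (SE 0.33, limma adjusted p = 0.334; exact permutation p = 0.1, the smallest that 20 rearrangements allow). AF218265 was -1.54 (SE 0.45, limma adjusted p = 0.914) and -0.77. Over 14.5dpc and 16.5dpc together the differences were -1.04 (exact permutation p = 0.02, two-sided, 400 rearrangements) and -1.16 (exact permutation p = 0.04). The first stayed at an exact permutation p of 0.045 or less with any of 12 arrays left out and was 0.06 with plain background subtraction. The second passed 0.05 in 11 of 24 alternatives; any array of these stages left out ended it except Elf5+/+ 14.5dpc replicate 3, Elf5+/+ 16.5dpc replicate 3 and Elf5+/- 16.5dpc replicate 2 (exact permutation p up to 0.1). These rearrangements mix replicate numbers, and no test within them is given for Muc4. In replicate 3 at 14.5dpc Elf5+/- was higher on both probes (1.1 against 0.48 and 0.60 against 0.33). In the other pairs of these stages Elf5+/- was lower. The RT-PCR samples are not analysed here.

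**Figure D6:**
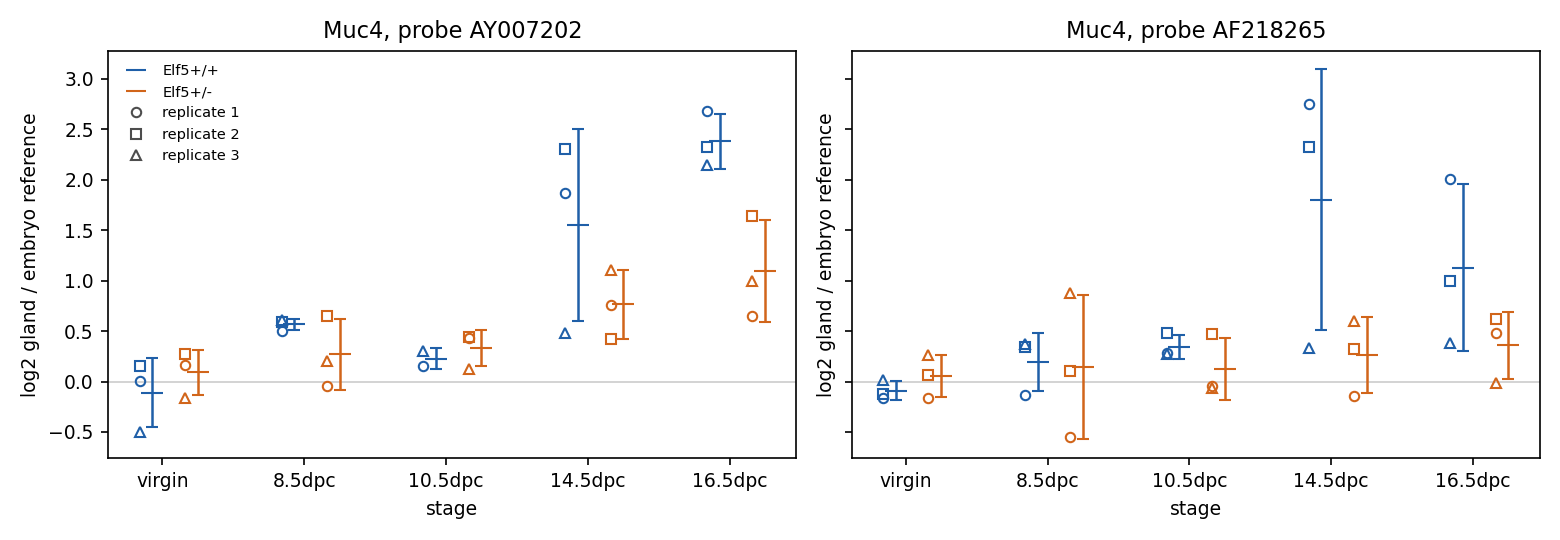
Muc4 as log2 ratio of gland to embryo reference (vertical axis) by stage (horizontal axis) for 2 probes in 2 panels, 1 point per array and bars for the group means (n = 3, or 2 where a spot is missing). At 16.5dpc the AY007202 means are 2.38 in Elf5+/+ and 1.1 in Elf5+/-.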

While there was no significant difference in *Muc4* expression between the two genotypes in the virgin, 8.5dpc or 10.5dpc glands, a 10 fold reduction in *Muc4* expression was observed at 14.5dpc in the *Elf5^+/−^* gland compared to the wildtype (55.16 fold in the wildtype compared with 5.26 fold in *Elf5^+/−^*; p<0.001). A significant 2.3 fold decrease in *Muc4* expression was observed in the *Elf5^+/−^* gland at 16.5dpc compared with the 16.5dpc wildtype gland (43.65 fold in the wildtype gland compared with 18.76 fold in *Elf5^+/−^*; p<0.05). Correspondingly, while Muc4 protein increased dramatically at 18dpc and was sustained at 1dpp in the *Elf5^+/+^* mammary gland, Muc4 protein was undetectable in the *Elf5^+/−^* mammary glands at these times (Figure 5c).

**Figure 5:**
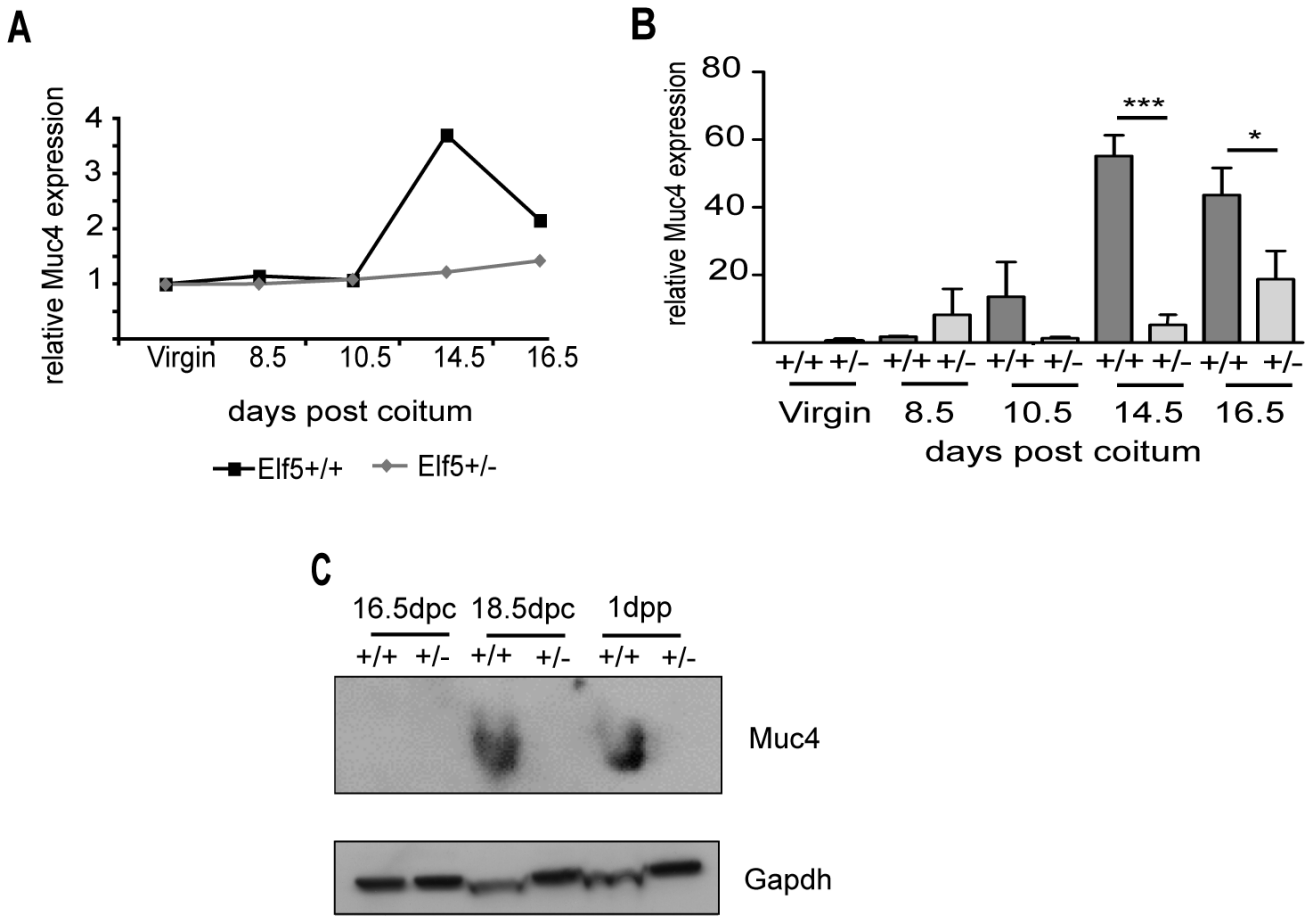
Examining *Muc4* as a potential Elf5 target gene. **A.** *Muc4* mRNA expression in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice measured by microarray analysis. Expression is shown relative to the virgin *Elf5^+/+^* condition. **B.** *Muc4* expression in the mammary glands of *Elf5^+/+^* and *Elf5^+/−^* mice measured by qRT-PCR. Expression is shown relative to the average expression of *Muc4* in the virgin *Elf5^+/+^* samples. ***p<0.001; *p<0.05. n = 3. **C**. Western blot examining Muc4 protein expression in *Elf5^+/+^* and *Elf5^+/−^* mammary glands.

### ELF5 can activate the *MUC4* promoter via the *Ets* binding site at −216

The full-length proximal h*MUC4* promoter (−461/−1) and a truncated proximal promoter (−219/−1) were used to drive a *luciferase* reporter gene [10]. The proximal promoter contains a predicted *ELF5*-preferred *ETS* binding site at position −216, in addition to a predicted *ETS* binding site at −349 [14]. The human breast carcinoma cell line T47D was used since it expresses *MUC4* [16] and therefore contains all the factors required for *MUC4* expression. Cells were transfected with the promoter constructs alone, or co-transfected with an ELF5 expression plasmid [6]. The full-length proximal *MUC4* promoter triggered a 7.49 fold increase in luciferase activity over the empty pGL3 vector (Figure 6a). Co-expression of ELF5 in these cells at a 1∶1 molar ratio (ELF5:MUC4 promoter) resulted in a significant increase in promoter activity (16.06 fold over the promoterless vector; p<0.001). Luciferase expression driven by the truncated *MUC4* proximal promoter increased 4.69 fold above the baseline of the promoterless vector and significant increases in luciferase activity were observed when ELF5 was over-expressed in these cells at a 0.5∶1 or 1∶1 (ELF5:promoter) molar ratio (p<0.001) indicating that ELF5 was acting on the *MUC4* promoter.

**Figure 6:**
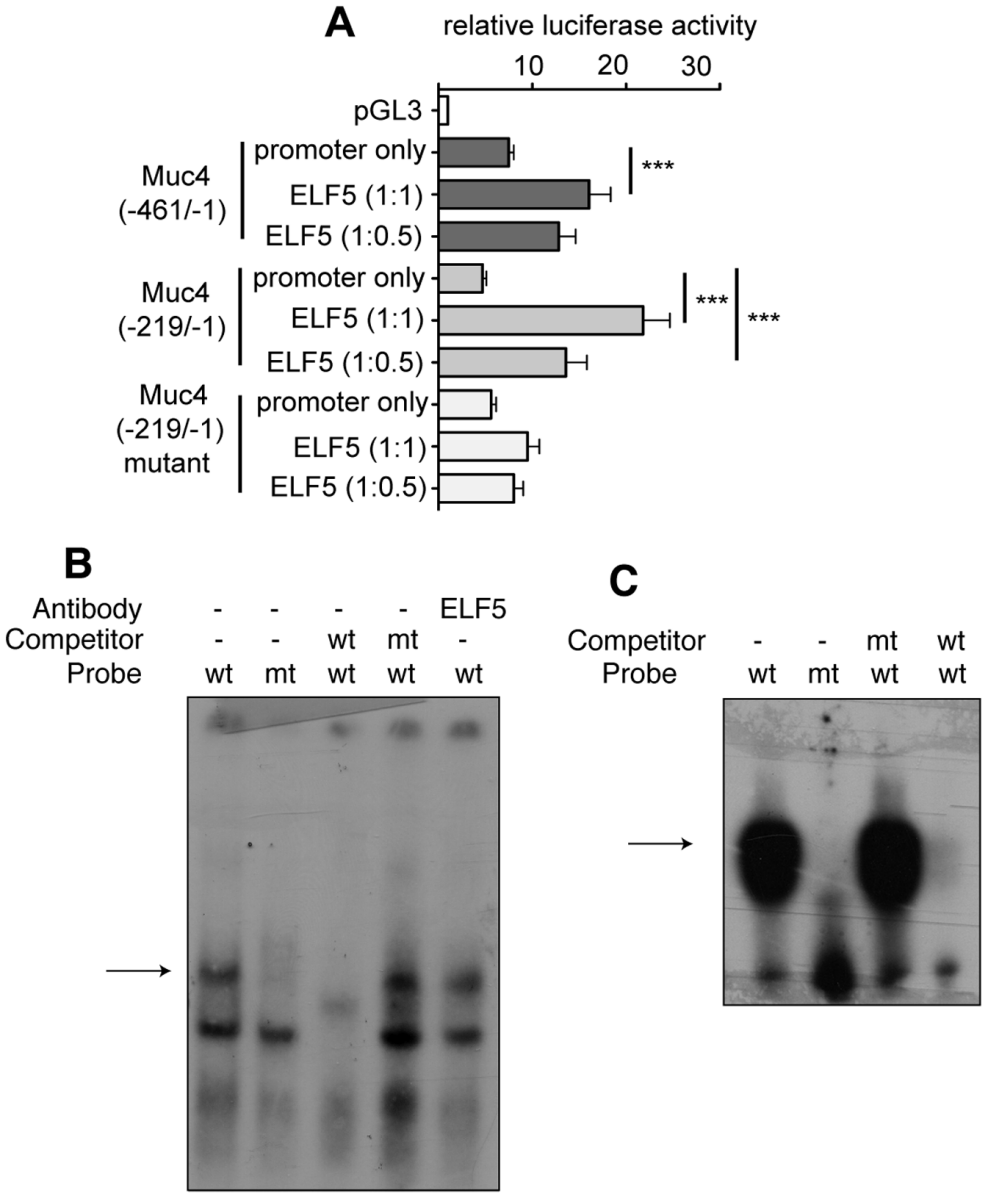
ELF5 directly regulates MUC4 promoter activity. **A**. The effect of ELF5 expression on *MUC4* promoter activity was tested using *MUC4* promoter-*luciferase* reporter gene assays with different regions of the *MUC4* promoter. Cells were transfected with either the promoter construct alone or with the promoter construct plus an ELF5 expression vector at molar ratios of 1∶1 or 1∶0.5 (promoter-*luciferase* vector:ELF5 expression vector). Luciferase expression is shown relative to the expression of the pGL3 promoterless vector. *** p<0.001; **p<0.01. n = 3. **B.** EMSA was used to determine whether Elf5 could bind the −216 *Ets* site within the *MUC4* promoter. Binding was observed (arrow) in lane 1 when a nuclear extract from a 16.5dpc *Elf5^+/+^* mammary gland was incubated with a radioactively labelled oligonucleotide encompassing the −216 *Ets* site from the *MUC4* promoter (wt). The binding observed was not evident when the *Ets* site in the probe was mutated (mt) (lane 2), indicating that the upper band represents specific binding to the *Ets* sequence. Binding to the wt probe was competed off with a 100-fold molar excess of unlabelled wt oligo (lane 3) but not with mt oligo (lane 4). Binding to the wt probe was not shifted with the addition of anti-ELF5 antibody (lane 5). **C.** The EMSA from (A) was performed again using a Δ33 ELF5 recombinant protein in place of the nuclear extract. The truncated recombinant ELF5 protein bound the labelled wt oligo (lane 1), but not the mt oligo (lane 2). Binding to the wt oligo could not be competed off with the mt oligo (lane 3), but was successfully competed off using an excess of unlabelled wt oligo (lane 4).

To confirm that ELF5 was activating the *MUC4* promoter via the preferred *ELF5* binding site at nucleotide position −216, the promoter-*luciferase* reporter experiments were repeated with a *MUC4* −219/−1 promoter-*luciferase* construct in which the *Ets* binding site at −216 had been mutated (GGAA was changed to AAAA) [9]. This −216/−1 mutant construct showed promoter activity equivalent to that of the wildtype −216/−1 region, indicating that basal *MUC4* expression in T47D cells was not dependant on the *Ets* binding site at position −216. However, over-expression of ELF5 failed to induce activity of the mutated *MUC4* promoter (Figure 6a), indicating that ELF5 was acting on the *Ets* binding site at nucleotide position −216.

### ELF5 binds the *Ets* binding site at −216 in the *MUC4* promoter

To confirm that ELF5 regulated *MUC4* expression by directly binding its target sequence, we performed electrophoretic mobility shift assays (EMSA). Two bands were evident upon incubation of the wildtype probe with the d16.5 pregnant mammary gland nuclear extract (Figure 6b, lane 1) indicating binding to the probe. When a probe containing the mutated *Ets* binding site was used only the lower band was evident (lane 2) suggesting that the higher band represented specific binding. Binding to the wildtype probe could be competed off by the addition of a 100-fold molar excess of a non-radiolabelled wildtype probe to the nuclear extract (lane 3) while the addition of an excess of mutated non-radiolabelled probe had no effect on binding activity (lane 4) confirming that binding to the −216 *Ets* site was specific. To determine whether it was Elf5 in the nuclear extract binding to the site we performed a supershift assay by adding an anti-Elf5 antibody to the nuclear extract/probe mix. The addition of this antibody had no effect on the mobility of the probe/protein complex (lane 5). However, it is possible that this anti-Elf5 antibody does not function in a supershift assay.

Since we could not determine the identity of the protein in the nuclear extract binding the *MUC4* promoter, we performed an EMSA using recombinant ELF5 protein. Full length recombinant ELF5 protein does not bind DNA efficiently due to the presence of a negative regulatory domain at the amino end of the protein [17], therefore a truncated ELF5 protein lacking 33 amino acids from the amino terminus was produced. The Δ33 ELF5 protein was able to bind the wildtype probe (Figure 6c, lane 1) but was unable to bind the mutated probe (lane 2), indicating that the binding to the wildtype probe was specific. Incubation with a 100-fold molar excess of the unlabelled mutated probe did not alter binding to the wildtype probe (lane 3) but addition of unlabelled wildtype probe competed off all binding (lane 4).

## Discussion

Elf5 plays a major role in pregnancy-associated mammary gland development. Re-expression of Elf5 in the epithelium of the Prlr^−/−^ mammary gland restored mammary gland development during pregnancy [5], revealing that *Elf5* acts downstream of the Prlr, presumably as a Stat5 target gene [1], [2]. However for the most part, the mechanism underpinning Elf5 function remains unclear. We used transcript profiling to examine the transcriptional changes induced by the loss of one *Elf5* allele, as a first step to defining this mechanism.

### Transcript profiling revealed a delay in the development of the *Elf5* ^+/−^ mammary gland during pregnancy

It has been proposed that Elf5 plays a major role in the co-ordination of proliferation, differentiation and apoptosis in the mammary epithelial cell compartment [18]. Our results, and the phenotype of the Elf5-over-expressing mouse [19], support the notion that Elf5 is essential for mammary epithelial cell differentiation. We have shown that the global gene expression profile of the mammary gland shifts upon robust expression of Elf5 protein and coincides with the first expression of milk proteins. We observed delayed synthesis of milk proteins in the *Elf5^+/−^* gland where increased expression of Elf5 protein was delayed until 16.5dpc, suggesting that these mammary glands are not entering the differentiation phase of the developmental program until this time.

With the exception of *Wap* [6], the direct transcriptional targets of Elf5 in the mammary gland are unknown. Clustering analysis allowed us to generate a list of 23 genes with expression profiles similar to *Wap*, with six already known to play roles in the mammary gland (*Csng* [*20*]; *Glycam1* [21]; *Muc4* [22]; *Fabp3* [23]; *Btn1a1* [24] and *Cx26* [25]). Functional annotation of the 23 gene cluster revealed a significant enrichment for genes associated with signalling and the extracellular space, lipid metabolism and glycoproteins.

Of the 23 genes identified through clustering analysis, only 5 contained at least one *Ets* binding site in the promoter region analysed. A number of possible explanations exist. Firstly, the remaining genes may not be direct targets of Elf5 but may be regulated by factors which are themselves dependent on Elf5. Secondly, it is possible that Elf5 forms a complex with one or more other proteins and that this complex binds the promoter regions of target genes via the binding sites of the non-Ets proteins within the complex. Thirdly, the possibility exists that *Ets* binding sites involved in the regulation of these genes are located within a region outside of the 1000 base pairs searched in our study.

### *MUC4* gene expression is directly regulated by ELF5

Muc4 is a glycoprotein located within the membrane of secretory epithelial cells [26] and its expression is dysregulated in breast cancer [15]. Here we have shown that *Muc4* expression is significantly down-regulated in the *Elf5^+/−^* mammary gland compared to the wildtype gland at 14.5dpc and 16.5dpc. In the T47D breast cancer cell line, exogenous addition of ELF5 was able to induce expression from the *MUC4* promoter. Furthermore, we have shown that ELF5 is able to directly bind the *MUC4* promoter via a preferred ELF5 binding site.

Interestingly, the binding site used by ELF5 to regulate *MUC4* expression is the same site used by another Ets factor, PEA3, to regulate *MUC4* expression in the pancreas [9], in HC11 mouse mammary epithelial cells and in MAT-B1 and MAT-C1 rat mammary tumour cells [27], suggesting some functional redundancy. However, *Elf5 and Pea3* are expressed at different stages of post-natal mammary gland development and the expression pattern of *Muc4* in the pregnant mammary gland most closely resembles that of Elf5. The expression of both *Elf5* and *Muc4* is induced at mid pregnancy, peaking early in lactation, and diminishing during involution [reviewed in 3], [5], [26], whereas Pea3 protein expression is highest during puberty and during early pregnancy [reviewed in 28]. It therefore seems most likely that *Muc4* expression in the pregnant mammary gland is regulated by Elf5 and not Pea3.

In rat mammary epithelial cells, Muc4 acts as a ligand for the ErbB2 receptor [29]. It has been suggested that a Muc4/ErbB2 complex is involved in the maintenance and survival of alveolar epithelial cells during pregnancy and that the downregulation of *Muc4* and *ErbB2* expression during involution plays a role in the initiation of apoptosis [30]. Although Muc4 protein is absent in *Elf5^+/−^* mammary glands during pregnancy, we have previously shown that there is no increase in apoptosis in *Elf5^+/−^* mammary glands [3].

The formation of a complex between Muc4 and its receptor ErbB2 on the surface of mammary epithelial cells triggers ErbB2 autophosphorylation on the tyrosine residue at position 1248 [31]. In polarised epithelial cells, ErbB2 resides on the basolateral surface of the cell along with other ErbB receptors. The association of Muc4 with ErbB2 leads to the translocation of ErbB2 from the basolateral to the apical surface of the cell [31]. This repositioning effectively separates ErbB2 from its usual heterodimerisation partner - ErbB3. ErbB2/ErbB3 dimers are strong inducers of cellular proliferation [32], therefore the separation of these proteins prevents downstream proliferation signals from these receptors. The separation of ErbB2 from ErbB3 induced by Muc4 is thought to trigger the ‘switch’ from the proliferative phase to the differentiation phase in mammary epithelial cells [29], [31].

The absence of Muc4 protein in the *Elf5^+/−^* gland would abrogate the formation of the Muc4/ErbB2 complex and the subsequent phosophorlation of ErbB2. Therefore it is likely that the switch from proliferation to differentiation is not induced in *Elf5^+/−^* mammary glands. However we did not observe excessive proliferation in the *Elf5* ^+/−^ mammary glands. Rather, these glands contained fewer alveolar structures than the wildtype gland. Therefore there must be other mechanisms involved in the cessation of mammary epithelial cell proliferation. Our data is consistent with Elf5 acting as a controller of a switch to differentiation, since robust expression of Elf5 protein in the *Elf5^+/−^* mammary gland resulted in a marked shift in the transcriptional profile of the gland and the first expression of milk proteins – definitive markers of differentiation. We propose that Elf5 controls this switch partly via its regulation of *Muc4*.

It is not unprecedented for an Ets family member to be involved in the control of the cellular cues that drive proliferation versus differentiation. Pea3 is a positive regulator of Muc4 expression in pancreatic cancer cells, whilst also acting as a negative regulator of ErbB2 [9]. Via its control of the balance between relative expression levels of Muc4 and ErbB2, Pea3 is thought to promote pancreatic cancer cell differentiation [9]. There is the possibility that the delicate balance of proliferation and differentiation may be a mechanism often driven by Ets factors.

Our hypothesis that Elf5 regulates the switch from mammary epithelial cell proliferation to differentiation is supported by the report of a mouse in which ectopic over-expression of Elf5 in the mammary gland led to a reduction in epithelial proliferation and forced differentiation of the mammary epithelium [19]. This resulted in the expression of numerous milk proteins in non-pregnant mammary glands [19]. This phenotype may have occurred via a direct upregulation of *Muc4* by Elf5 and the subsequent termination of proliferative signals generated by ErbB2 and ErbB3 dimers on the basolateral surface of the epithelial cells.

The novel findings of our study give insight into a newly defined role for Elf5 in the pregnant mammary gland. We hypothesise that via the direct regulation of *Muc4* expression, Elf5 co-ordinates the switch between mammary epithelial cell proliferation and differentiation during pregnancy, making it a master regulator of cellular processes in this organ.

## Supporting Information

File S1 Genes with significantly different expression in the *Elf5^+/−^* mammary gland compared with the *Elf5^+/+^* mammary gland. Tables S1-S10.
(0.02 MB DOC)

File S2 Functional Annotation Clustering - Tables S11-S14.
(0.03 MB DOC)

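The 6 entries of Table S1 all had higher log ratios of gland to reference in Elf5+/- virgin, by a median of 1.11. They include Copg2as2, an antisense transcript (log2 1.84, SE 0.51, n = 3 arrays per group), the ubiquitin ligase subunit Fbxo31 (1.29, SE 0.29), the histone H2bc18 (1.04, SE 0.35), the mitochondrial iron importer Slc25a37 (0.85, SE 0.38) and the lipid transfer gene Pitpnb (0.68, SE 0.55). Outside the table the smallest p values belonged to Wif1, Reln, the growth factor binding protein Igfbp3 (1.18, SE 0.29, adjusted p = 0.924) and the replication gene Mcm4 (0.72, SE 0.18, adjusted p = 0.996). Proliferation genes as a list were at 0.09 in virgin (adjusted p = 0.295 with an estimated correlation), with Hmgb2 at 0.76.

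By limma 0 of the 6 passed over all probes (5 at an unadjusted p under 0.05) and 3 adjusted over the list alone; 5 showed no overlap between groups, where chance gives 10%. The table was picked on these samples, so its direction is not independent evidence. In the separate channels the mean difference of 1.14 came from -0.11 in the gland channel and -1.26 in the reference channel.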

Table S1 Genes upregulated in *Elf5^+/−^* virgin mammary gland compared to *Elf5^+/+^* virgin mammary gland.
(0.03 MB DOC)

Table S2 Genes downregulated in *Elf5^+/−^* virgin mammary gland compared to *Elf5^+/+^* virgin mammary gland.

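Slc12a2, Abp1 and Ltf were lower in virgin Elf5+/- glands. Slc12a2, listed as Nkcc1, fell 3.65-fold from 2.14 ± 0.23 to 0.27 ± 0.17 (mean ± SD, n = 3 arrays per group; log2 -1.87, SE 0.26, limma adjusted p = 0.00438). The diamine oxidase Abp1 fell 3.41-fold (-1.77, SE 0.26, limma adjusted p = 0.00438) and lactoferrin, Ltf, 2.25-fold (-1.17, SE 0.19, limma adjusted p = 0.0167). The 4 other entries of Table S2 were also lower: Aqp5 (-2.09, SE 0.45), the dihydrodiol dehydrogenase Dhdh (-1.51, SE 0.48), Gpx3 (-1.34, SE 0.35) and Stc2 (-1.08, SE 0.21).

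These 3 are all of the probes past limma's threshold in virgin. Adjusted over the table alone 7 of 7 passed, and 7 of 7 showed no overlap between groups (10% by chance); the table was picked on these samples. Leaving out Elf5+/+ virgin replicate 2 left 0 calls and Elf5+/- virgin replicate 2 gave 6. Elf5+/+ replicate 1 and Elf5+/- replicate 3 also moved the count by more than 1.5 times. Slc12a2 is also lost without Elf5+/- virgin replicate 3, Abp1 without Elf5+/+ replicate 1 and Elf5+/- replicates 1 and 3, and Ltf without Elf5+/+ replicate 1 and Elf5+/- replicates 2 and 3 (adjusted p up to 0.572, 1.00 and 1.00 over 21 alternatives). In the separate channels the mean of -1.55 came from -1.58 in the gland channel and -0.03 in the reference channel.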

(0.03 MB DOC)

Table S3 Genes upregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 8.5dpc.

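Genes of fast skeletal muscle had higher log ratios of gland to reference in Elf5+/- at 8.5dpc. The 2 entries of Table S3 are the calcium pump Atp2a1, 6.14-fold higher (log2 2.62, SE 1.01, n = 3 arrays per group), and troponin T3, Tnnt3, 4.87-fold (2.28, SE 0.84). Outside it the muscle genes Tnnc2 (2.55, SE 0.72) and Ckm (2.53, SE 0.77) had the smallest p values, followed by Daf (1.06, SE 0.33), Fgf14 (0.99, SE 0.31) and Spata4 (0.54, SE 0.17). Of 36 skeletal muscle probes 33 were higher (median 0.52), with an adjusted p of 0.383 with an estimated correlation; 0 passed over all probes or adjusted over the list alone.

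By limma 0 probes rose at this stage (476 at an unadjusted p under 0.05). Adjusted over the table alone 2 of 2 passed, on samples the table was picked from. The mean of 2.45 came from 1.30 in the gland channel and -1.15 in the reference channel.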

(0.03 MB DOC)

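At 8.5dpc the elongase gene Fae was 3.12-fold lower in Elf5+/- glands (log2 -1.64, SE 0.55, n = 3 arrays per group) and Fxr2, an RNA-binding protein of the fragile X family, 2.65-fold (-1.41, SE 0.65). Fatty acid synthesis genes stood beside Fae: Slc27a1, a fatty acid transporter, was -1.09 (SE 0.45), Acly -1.12 (SE 0.47) and Acaca -1.29 (SE 0.58), and 22 of the list's 25 probes were lower, though the list did not pass with an estimated correlation (adjusted p = 0.230). The smallest p values among lower genes belonged to Dctn4 (-0.87, SE 0.23), Tfip11 (-0.68, SE 0.21), Foxh1 (-0.60, SE 0.19), UcnIII (-0.47, SE 0.15) and Ccdc50 (-1.08, SE 0.34). Luminal epithelial markers were at -0.19 (adjusted p = 0.397 with an estimated correlation).

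None passed over all probes in limma (231 lower at an unadjusted p under 0.05). The 2 listed genes passed adjusted over the table alone, with no overlap between groups (10% by chance); they were picked on these samples. Their mean of -1.53 came from -2.08 in the gland channel and -0.56 in the reference channel.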

Table S4 Genes downregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 8.5dpc.
(0.03 MB DOC)

Table S5 Genes upregulated in *Elf5* ^+/−^ mammary gland compared to *Elf5* ^+/+^ mammary gland at 10.5dpc.

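At 10.5dpc the ratio of gland to reference of the stress keratin Krt6a was 3.04-fold higher in Elf5+/- (log2 1.61, SE 0.58, n = 3 arrays per group) and that of Casp8, the initiator caspase of death receptors, 1.70-fold (0.77, SE 0.38). Outside Table S5 the smallest p values belonged to the small GTPase gene Gem (0.79, SE 0.19), Cab39l (0.70, SE 0.18), the focal adhesion kinase Ptk2 (0.80, SE 0.21), the potassium channel Kcnj5 (0.61, SE 0.17) and Zkscan5 (0.75, SE 0.22).

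By limma 0 probes rose (335 at an unadjusted p under 0.05), and with Elf5+/+ or Elf5+/- 10.5dpc replicate 1 left out 1 probe passed in all. Adjusted over the table alone 1 of 2 passed, on samples the table was picked from. Its mean of 1.19 came from 0.49 in the gland channel and -0.69 in the reference channel. No gene list passed at this stage with either correlation.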

(0.03 MB DOC)

Table S6 Genes downregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 10.5dpc.

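The ratio of gland to reference of Fxr2 was 3.66-fold lower in Elf5+/- at 10.5dpc (log2 -1.87, SE 0.65, n = 3 arrays per group) and that of Csn1s2a, listed as Csng, 2.75-fold (SE 0.58). The muscle gene Actn2 was at -1.35 (SE 0.62), the transcription factor Mef2b at -0.64 (SE 0.46) and bone sialoprotein, Ibsp, at -0.29 (SE 1.01). Outside Table S6 the smallest p values among lower genes belonged to the kinase Sik1 (-0.67, SE 0.19), the spindle gene Aspm (-0.86, SE 0.26), the interferon-induced Mx2 (-0.61, SE 0.19), Fbxl6 (-0.70, SE 0.22) and Hes2 (-0.56, SE 0.19).

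In limma 0 of the 7 entries passed over all probes (4 at an unadjusted p under 0.05) and 3 adjusted over the table alone, on samples it was picked from; 4 showed no overlap between groups, where chance gives 10%. Their median was -0.81, and the mean of -0.96 came from -0.46 in the gland channel and 0.50 in the reference channel. The medians of the channels were -0.09 and 0.63, with 2 of the 7 higher in the gland channel of Elf5+/-.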

(0.03 MB DOC)

Table S7 Genes upregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 14.5dpc.

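Abcd2, a peroxisomal transporter of fatty acids, was 2.19-fold higher in Elf5+/- glands at 14.5dpc (log2 1.13, SE 0.44, n = 3 arrays per group), Gpx3 1.84-fold (0.88, SE 0.35) and the matrix protein Svep1, listed as Polydom, 1.72-fold (0.78, SE 0.31). Mmd was at 0.76 (SE 0.43) and the chaperone regulator Bag4 at 0.46 (SE 0.27). Outside Table S7 the smallest p values belonged to the chemokine Ccl2 (0.82, SE 0.22, adjusted p = 0.699), RBP (U63146, 0.73, SE 0.22), Eif1ax (0.61, SE 0.18), the hyaluronan synthase Has2 (0.85, SE 0.26) and Cnmd (0.87, SE 0.27). Endothelial markers were at 0.19 and myoepithelial ones at 0.16 (adjusted p = 0.241 and 0.267 with an estimated correlation).

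By limma 0 probes rose (308 at an unadjusted p under 0.05). Of the table's 6 entries 3 passed adjusted over the table alone, on samples it was picked from, and 5 showed no overlap between groups, where chance gives 10%. Their mean of 0.96 came from 0.92 in the gland channel and -0.04 in the reference channel.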

(0.03 MB DOC)

Table S8 Genes downregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 14.5dpc.

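At 14.5dpc Wap, Avpr2 and Gjb6 were among the genes lower in Elf5+/- glands. Wap (V00856) fell from 4.56 ± 1.18 to 0.42 ± 0.21 (mean ± SD, n = 3 arrays per group; log2 -4.14, SE 0.49, limma adjusted p = 0.000256). The other Wap probe, NM_011709, was at -1.26 (SE 0.43, limma adjusted p = 1.00) and did not pass. The vasopressin receptor Avpr2 fell from 2.88 ± 0.99 to 0.56 ± 0.40 (SE 0.32, limma adjusted p = 0.00356) and Gjb6 from 1.07 ± 0.46 to -0.46 ± 0.36 (-1.53, SE 0.25, limma adjusted p = 0.0148). The amino acid transporter Slc7a8 (-1.86, SE 0.35, adjusted p = 0.0622), the betaine and GABA transporter Slc6a12 (-1.83, SE 0.35) and the adaptor Gab2 (-1.77, SE 0.33) did not pass, and did with replicate numbers as a block (adjusted p = 0.0401, 0.0324 and 0.0401). Gab2 also passed with the trend and robust variance, with array weights and without Elf5+/+ 14.5dpc replicate 3 (adjusted p = 0.0279, 1.95e-05 and 1.58e-05). Also lower were Mapk10 (-1.48, SE 0.33), osteopontin, Spp1 (-2.91, SE 0.98), the phosphate transporter Slc34a2 (-1.34, SE 0.64), Mat1a (-1.26, SE 0.39), the metallothionein Mt1 (-0.84, SE 0.44), Tmem38a (-0.84, SE 0.63) and Thegl (-0.88, SE 0.29).

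Of the 19 entries of Table S8, Gjb6 and Fabp3 passed limma over all probes (5 with the block) and 15 adjusted over the table alone; the table was picked on these samples. In 18 the groups did not overlap, where chance gives 10%. The Wap call holds with any array left out, while Avpr2 is lost without Elf5+/+ 14.5dpc replicate 1 or 2 or Elf5+/- replicate 1, and Gjb6 without those or Elf5+/- replicate 3 (adjusted p up to 1.00 over 20 alternatives). The count of 4 also moved by more than 1.5 times without Elf5+/+ 14.5dpc replicate 2 and Elf5+/- replicates 1 and 3. The table's mean of -1.64 came from -1.11 in the gland channel and 0.52 in the reference channel.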

(0.04 MB DOC)

Table S9 Genes upregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 16.5dpc
(0.04 MB DOC)

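At 16.5dpc the milk protein gene Wap was lower in Elf5+/- glands, as were Bcl2l15, Mansc1, Gjb6 and Rogdi. Wap fell 9.42-fold on probe NM_011709, from 4.08 ± 1.26 to 0.85 ± 0.54 (mean ± SD, n = 3 arrays per group; SE 0.43, limma adjusted p = 0.00136), and 12.3-fold on V00856, from 6.13 ± 0.45 to 2.51 ± 1.39. Bcl2l15 fell by 2.08 (SE 0.34, limma adjusted p = 0.0138), Mansc1 from 1.89 ± 0.43 to 0.40 ± 0.29 (-1.49, SE 0.25, limma adjusted p = 0.0173), Gjb6 from 1.42 ± 0.25 to 0.07 ± 0.32 (SE 0.25, limma adjusted p = 0.0346) and Rogdi, listed as Lzf, from 1.27 ± 0.15 to 0.20 ± 0.35 (-1.08, SE 0.19, limma adjusted p = 0.0300). Apelin, Apln, was -1.23 (SE 0.31) and the secretory kinase Fam20c -1.11 (SE 0.24); neither passed, and both did with replicate numbers as a block (adjusted p = 0.00440 and 0.0278). These 2 were not followed through the other alternatives. The fatty acid desaturase Fads1 (-0.94, SE 0.22), the tocopherol transfer gene Ttpa (-1.14, SE 0.30), the choline transporter Slc44a1 (-1.11, SE 0.23), Igfals (-2.20, SE 0.59) and the immunoglobulin receptor Pigr (-1.39, SE 0.38) did not pass; nor did Igkv4-70 (-2.21, SE 0.54), Cdh1 (-0.64, SE 0.40) and Ankrd12 (-0.60, SE 0.31).

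Of 37 entries 7 passed limma over all probes (9 with the block) and 33 adjusted over the table alone, on samples it was picked from; 33 showed no overlap between groups, where chance gives 10%. Both Wap calls hold with any array left out. Bcl2l15, Mansc1, Gjb6 and Rogdi are each lost without Elf5+/+ 16.5dpc replicate 3 and Elf5+/- replicate 2, and some without further arrays: Bcl2l15 without Elf5+/+ replicate 2 and Elf5+/- replicate 1, Mansc1 without Elf5+/- replicate 3, and Gjb6 and Rogdi without Elf5+/+ replicates 1 and 2 and Elf5+/- replicate 1. The count of 9 was 3 without Elf5+/+ 16.5dpc replicate 3 and also moved by more than 1.5 times without Elf5+/+ 16.5dpc replicate 2. The table's mean of -1.44 came from -1.68 in the gland channel and -0.24 in the reference channel.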

Table S10 Genes downregulated in *Elf5^+/−^* mammary gland compared to *Elf5^+/+^* mammary gland at 16.5dpc.
(0.07 MB DOC)

Table S11 Functional annotation clustering of genes dysregulated in the *Elf5^+/−^* virgin mammary gland.
(0.03 MB DOC)

Table S12 Functional annotation clustering of genes downregulated in the *Elf5^+/−^* mammary gland at 14.5dpc.
(0.04 MB DOC)

Table S13 Functional annotation clustering of genes downregulated in the *Elf5^+/−^* mammary gland at 16.5dpc.
(0.03 MB DOC)

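The list of genes with higher log ratios of gland to reference in Elf5+/- at 16.5dpc holds genes of liver and muscle among others. Prothrombin, F2, had a log ratio of -2.52 ± 0.31 in Elf5+/+ and 0.16 ± 0.62 in Elf5+/- (mean ± SD, n = 3 arrays in Elf5+/+ and 2 in Elf5+/-, log2 2.67, SE 0.49, limma adjusted p = 0.0401). Plasminogen, Plg, was 2.79 higher (SE 0.55, limma adjusted p = 0.0834), the trypsin inhibitor Spink1 2.23 (SE 0.79), creatine kinase, Ckm, 2.22 (SE 0.77), nebulin, Neb, 1.86 (SE 0.81), Copg2as2 1.77 (SE 0.51) and Cpn1 1.66 (SE 0.51). Stmn2 (1.61, SE 0.68), Actn3 (1.39, SE 0.74), Dlk1 (1.36, SE 0.93), arginase, Arg1 (1.19, SE 0.63), surfactant protein C, Sftpc (1.19, SE 0.58) and Syt6 (1.19, SE 0.49) were also higher. Outside the table the smallest p values belonged to the collagen processing gene Pcolce (0.91, SE 0.23), Klf4 (0.72, SE 0.19) and 1810009A15Rik (0.64, SE 0.16), none of which passed.

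All 17 genes are more abundant in the embryo reference than in the gland: their mean log ratio over the 8 other conditions lies between -4.06 and -0.94. Taken by channel, the gland signal of these probes was 9.41 ± 0.30 in Elf5+/- and 9.32 ± 0.26 in Elf5+/+ (log2, n = 3), while the reference signal was 10.6 ± 0.61 and 12.1 ± 0.25, lower in 16 of 17 probes. The mean difference of 1.65 is thus 0.05 in the gland channel and -1.6 in the reference channel.

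By limma 1 of the 17 passed over all probes and 12 adjusted over the list alone, on samples it was picked from. F2 loses its call with any of the 6 arrays of the stage left out and in 15 of 21 alternatives (adjusted p up to 0.929). In 14 the groups did not overlap, where chance gives 10%.

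**Figure D7:**
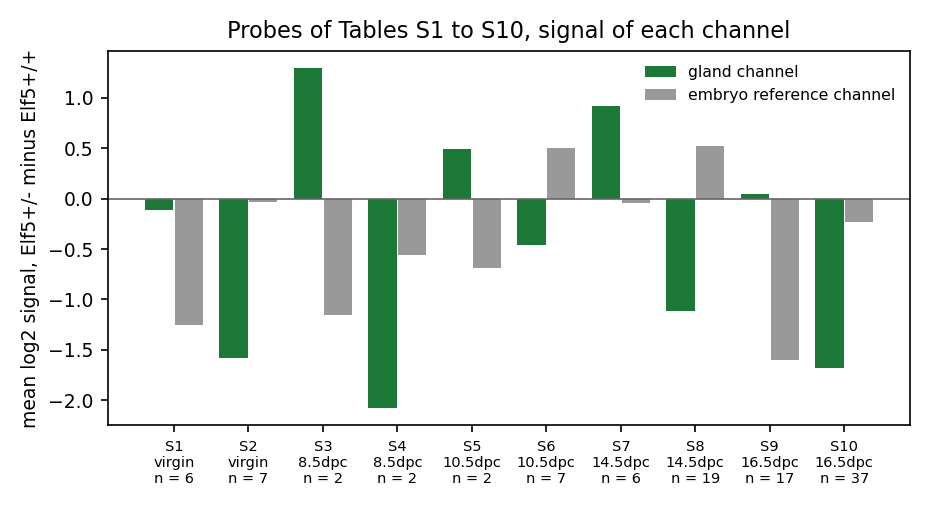
Mean log2 difference of Elf5+/- against Elf5+/+ (axis in log2 units) in the gland channel and in the reference channel for the genes of Tables S1 to S10, n = 3 arrays per group. For Table S9 the gland channel is at 0.05 and the reference channel at -1.6, for Table S10 at -1.68 and -0.24.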

Table S14 Functional annotation clustering of genes upregulated in the *Elf5^+/−^* mammary gland at 16.5dpc.
(0.03 MB DOC)

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** File S1 — Genes with significantly different expression in the Elf5+/− mammary gland compared with the Elf5+/+ mammary gland. Tables S1-S10. (0.02 MB DOC)

**Genes with significantly different expression in the *Elf5*+/- mammary gland compared with the *Elf5*+/+ mammary gland. Tables S1-S10.**

Lists of genes whose expression was up or down-regulated in the *Elf5*+/- mammary gland were generated using Genespring. An arbitrary cut-off of 2 fold level of expression difference was chosen. Gene lists were subjected to a parametric t-test where variances were not assumed equal (Welch t-test). 

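The methods' test with the stated fold and p thresholds was run on the scanner values. In virgin 21 probes passed (10 higher, 11 lower), at 8.5dpc 15 (11 and 4), at 10.5dpc 5 (3 and 2), at 14.5dpc 30 (4 and 26) and at 16.5dpc 54 (21 and 33). Of the tables' genes 11, 4, 2, 13 and 29 are among them, Slc12a2, Tnnt3, Fxr2, Fabp3 and Wap being 1 from each stage. From the authors' processed values the same test gives the tables' 105 entries, stage by stage.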

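Without a correction, 1 probe in 20 has a p under 0.05 by chance where p-values are evenly spread. At the 5 stages 305, 190, 379, 572 and 755 probes had such a p by the methods' test on the scanner values, where evenly spread p-values would give 1093, 1093, 1090, 1092 and 1093. The test leaves out the dye orientation and replicate number that the 2 groups share, so these last figures are not its chance counts, and counts below them do not show an absence of differences. After the Benjamini-Hochberg correction 0 passed at any stage. In limma, which shares the spread between probes and uses all 30 arrays, 13 entries of the tables passed, Wap, Slc12a2 and Lalba among them.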

No multiple correction testing was performed.

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** File S2 — Functional Annotation Clustering - Tables S11-S14. (0.03 MB DOC)

**Functional Annotation Clustering - Tables S11-S14.**

Functional annotation clustering was performed on the lists of genes whose expression was found to be statistically dysregulated in the *Elf5*+/- mammary gland compared to the *Elf5*+/+ gland. This was performed using the DAVID ontological tool which examines gene lists for enrichment of biological themes or ontology groups. The gene list of interest was compared against a background gene list of all genes represented on the Compugen array slide used.

Due to the small number of significant gene changes, no enrichment of ontological terms was found for the genes dysregulated in the *Elf5*+/- mammary gland at 8.5dpc and 10.5dpc. Similarly, no enrichment of ontological terms was uncovered in the genes whose expression was upregulated in the *Elf5*+/- mammary gland at 14.5dpc.

Please note, due to the small number of genes found to be dysregulated in the virgin mammary gland, all genes (those whose expression increased along with those whose expression decreased) were used to look for enrichment of biological themes.

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S1 — Genes upregulated in Elf5+/− virgin mammary gland compared to Elf5+/+ virgin mammary gland. (0.03 MB DOC)

**Table S1**. **Genes upregulated in *Elf5*+/- virgin mammary gland compared to *Elf5*+/+ virgin mammary gland**

| Accession number | Gene Name | Description | P value |
| --- | --- | --- | --- |
| NM_019640 | Pitpnb | Phosphatidylinositol transfer protein, beta | 0.0464 |
| U20264 |  | Mus musculus clone 1.5B/C/D LB9 mRNA, 3'UTR, partial sequence. | 0.0192 |
| AK011820 | Fbxo31 | F-box only protein 5 | 0.0162 |
| U62675 | H2b-616 | Mus musculus histone H2b-616 (H2b-616), complete cds. | 0.0125 |
| NM_026331 | Slc25a37 | Mitochondrial solute carrier protein | 0.0114 |
| AK011437 |  | RIKEN cDNA 4930420N18 gene | 0.00367 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S2 — Genes downregulated in Elf5+/− virgin mammary gland compared to Elf5+/+ virgin mammary gland. (0.03 MB DOC)

**Table S2**. **Genes downregulated in *Elf5*+/- virgin mammary gland compared to *Elf5*+/+ virgin mammary gland**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| AK005423 | Abp1 | Amiloride binding protein 1 (amine oxidase, copper-containing) | 0.0438 |
| NM_008161 | Gpx3 | Glutathione peroxidase 3 | 0.0385 |
| NM_008522 | Ltf | Lactotransferrin | 0.0303 |
| AK005050 | Dhdh | Dihydrodiol dehydrogenase (dimeric) | 0.018 |
| NM_011491 | Stc2 | Stanniocalcin 2 | 0.00847 |
| NM_009701 | Aqp5 | Aquaporin 5 | 0.00734 |
| NM_009194 | Nkcc1/Slc12a2 | Solute carrier family 12, member 2 | 0.0049 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S3 — Genes upregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 8.5dpc. (0.03 MB DOC)

**Table S3. Genes upregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 8.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| NM_007504 | Atp2a1 | ATPase, Ca++ transporting, cardiac muscle, fast twitch 1 | 0.0413 |
| NM_011620 | Tnnt3 | Troponin T3, skeletal, fast | 0.0166 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S4 — Genes downregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 8.5dpc. (0.03 MB DOC)

**Table S4**. **Genes downregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 8.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| AB072039 | Fae | ELOVL family member 6, elongation of long chain fatty acids (yeast) | 0.0453 |
| NM_011814 | Fxr2 | Fragile X mental retardation gene 2, autosomal homolog | 0.0166 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S5 — Genes upregulated in Elf5 +/− mammary gland compared to Elf5 +/+ mammary gland at 10.5dpc. (0.03 MB DOC)

**Table S5.****Genes upregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 10.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| NM_008476 | Krt6a | Keratin complex 2, basic, gene 6a | 0.017 |
| AF067834 | Casp8 | Caspase 8 | 0.0143 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S6 — Genes downregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 10.5dpc. (0.03 MB DOC)

**Table S6. Genes downregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+** mammary gland at 10.5dpc

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| M29018 |  | Mouse ribosomal protein L19-17 (rpL19-17) processed pseudogene. | 0.0456 |
| AK019457 |  | RIKEN cDNA 3732412D22 gene | 0.043 |
| NM_007785 | Csng | Casein gamma | 0.0398 |
| NM_008318 | Ibsp | Integrin binding sialoprotein | 0.0308 |
| NM_008578 | Mef2b | Myocyte enhancer factor 2b | 0.0159 |
| AK003570 | Actn2 | Actinin alpha 2 | 0.0155 |
| NM_011814 | Fxr2 | Fragile X mental retardation gene 2, autosomal homolog | 0.00609 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S7 — Genes upregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 14.5dpc. (0.03 MB DOC)

**Table S7**. **Genes upregulated in *Elf5+/-* mammary gland compared to *Elf5+/+*mammary gland at 14.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| NM_026178 | Mmd | Monocyte to macrophage differentiation-associated | 0.0472 |
| AF206329 | Polydom | Polydomain protein | 0.0362 |
| U29489 |  | Mus musculus retinoic acid receptor alpha-regulated E3 protein gene, promoter region | 0.0305 |
| AK010765 | Bag4 | BCL2-associated athanogene 4 | 0.0297 |
| NM_011994 | Abcd2 | ATP-binding cassette, sub-family D (ALD), member 2 | 0.0291 |
| NM_008161 | Gpx3 | Glutathione peroxidase 3 | 0.0169 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S8 — Genes downregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 14.5dpc. (0.04 MB DOC)

**Table S8**. **Genes downregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 14.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| NM_008128 | Gjb6 | Gap junction membrane channel protein beta 6 | 0.048 |
| NM_009158 | Mapk10 | Mitogen activated protein kinase 10 | 0.0476 |
| NM_011402 | Slc34a2 | Solute carrier family 34 (sodium phosphate), member 2 | 0.0448 |
| NM_013602 | Mt1 | Metallothionein 1 | 0.0405 |
| L19564 | Slc6a2 | Solute carrier family 6, member 2 | 0.0403 |
| AF014453 | Gm566 | Gene model 566, (NCBI) | 0.0353 |
| NM_009263 | Spp1 | Secreted phosphoprotein 1 | 0.0341 |
| AF357363 |  | Mus musculus clone MBII-98 C/D box snoRNA | 0.032 |
| L13622 | Mat1a | Methionine adenosyltransferase I, alpha | 0.0266 |
| AF255061 | Lrat | Lecithin-retinol acyltransferase (phosphatidylcholine-retinol-O-acyltransferase) | 0.0263 |
| NM_016972 | Slc7a8 | Solute carrier family 7 (cationic amino acid transporter, y+ system), member 8 | 0.0256 |
| X90779 | psH2B | M.musculus psH2B gene. | 0.0252 |
| M97632 | Slc6a12 | Solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12 | 0.0246 |
| AF338222 | Chrdl2 | Chordin-like 2 | 0.0221 |
| NM_008125 | Gjb2 | Gap junction membrane channel protein beta 2 | 0.0216 |
| BC014728 | Tmem38a | Transmembrane protein 38a | 0.021 |
| NM_008902 | Pp11r | Placental protein 11 related | 0.0178 |
| NM_010174 | Fabp3 | Fatty acid binding protein 3, muscle and heart | 0.01 |
| AK006270 | 1700023E05Rik | RIKEN cDNA 1700023E05 gene | 0.00239 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S9 — Genes upregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 16.5dpc (0.04 MB DOC)

**Table S9**. **Genes upregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 16.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| NM_018800 | Syt6 | Synaptotagmin 6 | 0.0494 |
| AF203898 | Neb | Mus musculus nebulin mRNA, partial cds. | 0.0485 |
| NM_010052 | Dlk1 | Delta-like 1 homolog (Drosophila) | 0.0479 |
| NM_009659 | Alox12b | Arachidonate 12-lipoxygenase, 12R type | 0.0423 |
| U20264 | Copg2as2; Lb9; Mit1 | Mus musculus clone 1.5B/C/D LB9 mRNA, 3'UTR, partial sequence. | 0.0423 |
| NM_021477 | A2bp1 | Ataxin 2 binding protein 1 | 0.0376 |
| NM_009258 | Spink3 | Serine protease inhibitor, Kazal type 3 | 0.0368 |
| NM_007710 | Ckm | Creatine kinase, muscle | 0.0258 |
| AK020939 | 6030443J06Rik | RIKEN cDNA 1700030G06 gene | 0.0162 |
| NM_010168 | F2 | Coagulation factor II | 0.0156 |
| AK004221 | 1110050K14Rik | RIKEN cDNA 1110050K14 gene | 0.00993 |
| NM_025285 | Stmn2 | Stathmin-like 2 | 0.00974 |
| AB021969 | Cpn1 | Carboxypeptidase N, polypeptide 1 | 0.00938 |
| NM_008877 |  | Mus musculus plasminogen (Plg), mRNA | 0.00769 |
| NM_011359 | Sftpc | Surfactant associated protein C | 0.00739 |
| NM_007482 | Arg1 | Arginase 1, liver | 0.00523 |
| NM_013456 | Actn3 | Actinin alpha 3 | 0.00285 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S10 — Genes downregulated in Elf5+/− mammary gland compared to Elf5+/+ mammary gland at 16.5dpc. (0.07 MB DOC)

**Table S10**. **Genes downregulated in *Elf5*+/- mammary gland compared to *Elf5*+/+ mammary gland at 16.5dpc**

| **Accession number** | **Gene Name** | **Description** | **P value** |
| --- | --- | --- | --- |
| AF218416 | Ttpa | Tocopherol (alpha) transfer protein | 0.0471 |
| AF015205 |  | Immunoglobulin heavy chain variable region precursor | 0.0468 |
| Mm.16716 |  | Mus musculus lysosomal membrane glycoprotein 1 (Lamp1), mRNA | 0.042 |
| AK014708 | Cdw92/Slc44a1 | RIKEN cDNA 9130223C08 gene | 0.0389 |
| U55664 | Igk-V1 | Immunoglobulin kappa chain variable 5 (V5 family) | 0.0386 |
| AF014453 | Gm566 | Gene model 566, (NCBI) | 0.0376 |
| AF073933 |  | Mus musculus WW domain binding protein 14 mRNA, partial sequence. | 0.0368 |
| NM_007785 | Csng | Casein gamma | 0.0321 |
| X75536 | Igk-V8 | Immunoglobulin kappa chain variable 8 (V8) | 0.032 |
| AJ251891 | BH151 | Gene model 1502, (NCBI) | 0.0314 |
| BC011467 | BC011467 | CDNA sequence BC011467 | 0.0311 |
| NM_008128 | Gjb6/Cx30 | Gap junction membrane channel protein beta 6/Connexin 30 | 0.0309 |
| AK013949 | 3110001I20Rik | Hypothetical protein C630011I23 | 0.0305 |
| NM_011709 | Wap | Whey acidic protein | 0.0298 |
| NM_011082 | Pigr | Polymeric immunoglobulin receptor | 0.0279 |
| AY007202 | Muc4 | Mucin 4 | 0.0277 |
| U21587 |  | Similar to Ig kappa chain V region (C8.5) - mouse (fragment) | 0.0261 |
| AK008963 | Ogfrl1 | Opioid growth factor receptor-like 1 | 0.0253 |
| D29939 | Igk-V1 | Immunoglobulin kappa chain variable 21 (V21) | 0.0252 |
| NM_009864 | Cdh1 | Cadherin 1 | 0.0251 |
| U07814 | Igk-V8 | Immunoglobulin kappa chain variable 8 (V8) | 0.0236 |
| NM_011977 | Slc27a1 | Solute carrier family 27 (fatty acid transporter), member 1 | 0.0213 |
| AB072976 | Fads1 | Fatty acid desaturase 1 | 0.0189 |
| M25565 |  | Mouse Ig active H-chain mRNA, V-region, subgroup IIB, clone L06. | 0.0189 |
| NM_008340 | Igfals | Insulin-like growth factor binding protein, acid labile subunit | 0.0181 |
| M27587 | Igk-V1 | Immunoglobulin kappa chain variable 5 (V5 family) | 0.0173 |
| NM_010679 | Lalba | Lactalbumin, alpha | 0.0152 |
| NM_030565 | BC004044 | CDNA sequence BC004044 | 0.0114 |
| AB006831 |  | Mus sp. mRNA for anti-pseudouridine monoclonal antibody light chain variable region, partial cds. | 0.0108 |
| BC006914 | Lzf | Leucine zipper domain protein | 0.0106 |
| NM_008529 | Ly6e | Lymphocyte antigen 6 complex, locus E | 0.00969 |
| NM_019477 | Acsl4 | Acyl-CoA synthetase long-chain family member 4 | 0.00899 |
| U55462 | Ankrd12 | Ankyrin repeat domain 12 | 0.00683 |
| AK005560 | 1600029I14Rik | RIKEN cDNA 1600029I14 gene | 0.0065 |
| NM_013912 | Apln | Apelin | 0.00565 |
| NM_026345 | Mansc1 | MANSC domain containing 1 | 0.00463 |
| V00856 | Wap | Whey acidic protein | 0.0039 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S11 — Functional annotation clustering of genes dysregulated in the Elf5+/− virgin mammary gland. (0.03 MB DOC)

**Table S11: Functional annotation clustering of genes dysregulated in the *Elf5*+/-** virgin mammary gland

| **GO term** | **Number of genes represented** | **% of the 13 genes dysregulated in the virgin gland** | **P value** |
| --- | --- | --- | --- |
| *Annotation cluster 1* | | | |
| Transport | 7 | 53.84% | 0.0008 |
| Glycoprotein | 5 | 38.46% | 0.014 |
| Establishment of localization | 7 | 53.84% | 0.019 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S12 — Functional annotation clustering of genes downregulated in the Elf5+/− mammary gland at 14.5dpc. (0.04 MB DOC)

**Table S12: Functional annotation clustering of genes downregulated in the *Elf5*+/-** mammary gland at 14.5dpc

| **GO term** | **Number of genes represented** | **% of the 19 genes downregulated in the Elf5+/- gland at 14.5dpc** | **P value** |
| --- | --- | --- | --- |
| *Annotation cluster 1* | | | |
| Porter activity | 4 | 21.05% | 9.81E-04 |
| Electrochemical potential driven transporter activity | 4 | 21.05% | 100E-03 |
| Amine transporter activity | 3 | 15.79% | 0.00023 |
| Symporter activity | 3 | 15.79% | 0.00045 |
| Carrier activity | 4 | 21.05% | 0.0110 |
| Plasma membrane | 6 | 31.58% | 0.0138 |
| Transporter activity | 6 | 31.58% | 0.0152 |
| Transmembrane region | 7 | 36.84% | 0.0305 |
| *Annotation Cluster 2* | | | |
| Cell communication | 4 | 21.05% | 2.97E-04 |
| Ossification | 3 | 15.79% | 0.00536 |
| Biomineral formation | 3 | 15.79% | 0.00536 |
| Bone remodeling | 3 | 15.79% | 0.00633 |
| Tissue remodeling | 3 | 15.79% | 0.00677 |
| Skeletal development | 3 | 15.79% | 0.01627 |
| Growth factor activity | 3 | 15.79% | 0.01785 |
| Focal adhesion | 3 | 15.79% | 0.03072 |
| Tissue development | 3 | 15.79% | 0.03300 |
| Organismal physiological process | 6 | 31.58% | 0.03550 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S13 — Functional annotation clustering of genes downregulated in the Elf5+/− mammary gland at 16.5dpc. (0.03 MB DOC)

**Table S13: Functional annotation clustering of genes downregulated in the *Elf5*+/-** mammary gland at 16.5dpc

| **GO term** | **Number of genes represented** | **% of the 37 genes downregulated in the Elf5+/- gland at 16.5dpc** | **P value** |
| --- | --- | --- | --- |
| *Annotation cluster 1* | | | |
| Extracellular space | 10 | 35.71% | 0.00250 |
| Extracellular region | 10 | 35.71% | 0.00429 |
| Signal peptide | 9 | 32.14% | 0.00557 |
| Signal | 9 | 32.14% | 0.00821 |
| *Annotation cluster 2* | | | |
| Fatty acid metabolism | 3 | 10.71% | 0.01109 |
| *Annotation cluster 3* | | | |
| Transporter activity | 6 | 21.43% | 0.01524 |

# Supplementary material for: Transcript Profiling of Elf5+/− Mammary Glands during Pregnancy Identifies Novel Targets of Elf5
**Source:** PLoS One. 2010 Oct 7;5(10):e13150. doi: 10.1371/journal.pone.0013150
**Supplement:** Table S14 — Functional annotation clustering of genes upregulated in the Elf5+/− mammary gland at 16.5dpc. (0.03 MB DOC)

**Table S14: Functional annotation clustering of genes upregulated in the Elf5+/-** mammary gland at 16.5dpc

| **GO term** | **Number of genes represented** | **% of the 17 genes upregulated in the Elf5+/- gland at 16.5dpc** | **P value** |
| --- | --- | --- | --- |
| *Annotation cluster 1* | | | |
| Protease | 4 | 21.05% | 0.00927 |
| Extracellular region | 6 | 31.58% | 0.04354 |
| *Annotation cluster 2* | | | |
| Calcium ion binding | 6 | 31.58% | 8.08E-04 |
| Cation binding | 9 | 47.37% | 0.00286 |
| Metal ion binding | 9 | 47.37% | 0.00494 |
| Ion binding | 9 | 47.37% | 0.004941 |

How the deposited data were processed for this re-analysis (not part of the article)

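Mammary gland RNA of Elf5+/+ and Elf5+/- mice was measured in virgin and at 8.5dpc, 10.5dpc, 14.5dpc and 16.5dpc on 2-colour arrays of long oligonucleotides. Each of the 30 arrays holds RNA pooled from 2 mice in one dye and RNA from 8 embryos in the other, with 3 arrays per genotype and stage. Replicate 1 has the gland in the 635 nm channel and replicates 2 and 3 have it in the 532 nm channel. That orientation was checked on the values: the median correlation between arrays was 0.803 within replicate 1, -0.744 between replicates 1 and 2, and 0.584 between replicates 2 and 3.

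The authors scanned each array and deposited, per spot, the signal intensity and background intensity of both channels with confidence scores, untransformed. The authors also deposited 1 table of log2 ratios from GeneSpring, relative to the Elf5+/+ virgin median of each probe; their background and within-array normalization are not stated. Per array those correlate with the ratios computed here at 0.758 to 0.969.

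From the scanner values, background was corrected by normexp (offset 50), and ratios were normalized by loess within arrays in limma 3.58.1 (R 4.3.3, data.table 1.17.8) and turned to gland over reference. Of 23040 spots 910 are controls or empty, which leaves 22130 spots and 21872 probes, 14 of them with more than 1 spot. A gene symbol was first found for 8077 probes: 6519 through the accession, 1520 from the description and 38 from the paper's tables. A further 48 names of list genes, read from descriptions in words, brought this to 8125 probes. These 48 names and 107 updates of letter case were added after the first counts had been seen and before the gene lists were tested. Spots marked for shape were left missing, 0.684% of all values, and for the tests of gene lists filled with fitted values.

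Gland signal over background ranged from 7.57 to 19.3 between arrays (median 11.8) and reference signal from 3.69 to 23.1 (median 9.92), the latter with a median of 19.0 in replicate 1 and 7.86 and 7.73 in replicates 2 and 3. The lowest correlation between 2 arrays was 0.342.

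limma was fitted with 10 group means and a dye term, which passed at 4268 probes (19.5%), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Comparisons were Elf5+/- against Elf5+/+ at each stage, their average over the pregnant stages, the difference between 14.5dpc and 16.5dpc, the genotype difference over all stages (F) and each pregnant stage against virgin within a genotype. Comparisons of genotypes in virgin and of stages within Elf5+/+ share the 3 Elf5+/+ virgin arrays, so part of any agreement between them may come from those. Simulated draws of unchanged groups that share arrays, the spread within replicate numbers for distances between conditions and the Wap cluster of the other Wap probe were added after the data were seen. Key genes were also tested by two-sided exact permutation of arrays, which mixes replicate numbers. The 10% given for groups without overlap holds for arrays that are exchangeable, which a shared replicate number makes only approximate. Gene lists, 21 in all, were tested by camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. The Wap cluster was sought by K-means and a self-organizing map, the conditions were compared by a tree of rank correlations and by principal components, and the methods' t-test was run as the paper describes it.

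Replicate numbers were taken as pairs since the labels describe 3 experiments that share the dye orientation within a number. Of 15 pairs 14 have residuals that correlate over 0.1 (lowest -0.02, highest 0.61), so a rule that asks it of every pair is not met, and 26 of 30 arrays correlate best with their own number; with the dye term removed it is 11 of 15 and 20 of 30. Counts with the block had been seen when this was decided, so the fit without it is the reported one and blocked values are given where they differ.

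The comparisons, the alternatives and the rule for named genes were set before the data were examined, apart from the alternatives said to be chosen later. Named are the genes the paper names, with the 3 smallest and 3 largest p-values per table; the 10 largest changes per direction past the threshold without overlap, or the 5 smallest p-values where fewer than 5 passed; the 5 largest of each stage comparison; up to 4 members per list; and Prlr, Stat5a, Etv4, Erbb2, Erbb3, Krt8, Krt18 and Gapdh. The paper's tables had been read by then.

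Alternatives changed the background correction, the normalization, the dye term, the block, the variance model, array weights, flags and single arrays. On simulated data with 100 probes changed by 1 and 100 by 2 log2 units, limma recovered 60% and 97% at 1 stage, with 9 false among 166 calls, and 94% and 99% for the average over pregnancy, with 13 false among 206. Print-tip normalization was not run since the files give no print blocks, and the search for Ets sites needs a genome and was not done. RT-PCR, western blot, reporter and binding data are not analysed here.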

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

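The tests in this part were planned, except the leave-one-out and authors' values for gene lists and the splits within replicate numbers, which were chosen after the data were seen.

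The genotype difference of Wap (probe V00856) varied over the 5 stages (limma F test, adjusted p = 0.0142), the only probe with this result. It was lower in Elf5+/- by 4.14 at 14.5dpc (-4.14) and 3.62 at 16.5dpc (-3.62), and 0.17 higher at 8.5dpc. The other Wap probe, NM_011709, did not pass this test. It was at -1.26 at 14.5dpc and -3.24 at 16.5dpc, the reverse order (difference 1.98, SE 0.61, unadjusted p = 0.00358, adjusted p = 1.00). Of 100 splits of the arrays 7 gave as many calls, with up to 156, and of 100 that swap genotypes only within replicate numbers 11 did, with up to 7, so chance cannot be excluded for the count of 1. With replicate numbers as a block 2 passed, and 12 of the 100 splits within replicate numbers gave as many (highest 21). Unadjusted, 606 probes had a p under 0.05.

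With an estimated correlation 4 gene lists differed between 14.5dpc and 16.5dpc in the genotype difference of their log ratios, and by fry 0 did. Fatty acid and triglyceride synthesis stood 0.55 higher in the 14.5dpc difference than in the 16.5dpc one (median, 24 of 25 probes higher) and ductal transport 0.26 higher (9 of 10). Liver genes stood at -1.29 (16 of 18 lower) and red cell genes at -0.80 (7 of 9 lower). Each had an adjusted p of 0.042 with an estimated correlation and 0.0741 by fry. The mean liver difference at 16.5dpc was 0.20 in the gland channel and -0.65 in the reference channel. In limma no single probe passed between these stages (758 at an unadjusted p under 0.05, 0 with the block), and as that count is 0, all 100 of 100 splits reach it by construction (highest 12), which says nothing on chance.

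A signal in genes the paper does not discuss was found for Avpr2 at 14.5dpc (-2.31, adjusted p = 0.00356, lower in Elf5+/- with no overlap of the arrays) and for AK016041, a testis cDNA without a symbol, at 16.5dpc (0.98, SE 0.17, adjusted p = 0.0300, from 0.15 ± 0.09 to 1.12 ± 0.28 in 3 arrays each). Avpr2 lost its call in 7 of 20 alternatives (adjusted p up to 1.00): no background correction, plain subtraction, the authors' values, only the 6 arrays of the stage, and without Elf5+/+ 14.5dpc replicate 1 or 2 or Elf5+/- replicate 1. AK016041 was not followed through the alternatives.

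Ductal transport genes as a list were lower in virgin Elf5+/- glands (median -0.74, 8 of 10 probes lower). The adjusted p was 3.13e-06 with an estimated correlation and 1.20e-06 by fry; 2 probes fell over all probes (Slc12a2 and Ltf) and 5 adjusted over the list alone. With a preset correlation the list kept its direction and passed in 32 of 32 alternatives. It holds genes of Table S2, so it is not independent of the paper's selection.

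Liver genes had higher log ratios of gland to reference in Elf5+/- at 16.5dpc (median 0.70, 16 of 18 probes higher; adjusted p = 0.0278 with an estimated correlation and 0.0272 by fry), with F2 past the threshold and 3 adjusted over the list alone. The mean of 0.85 is 0.20 in the gland channel and -0.65 in the reference channel. F2 is also an entry of Table S9, so the list is not independent of the paper's selection.

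Table S9, which holds liver genes among others, has the same form, and 3 explanations were tested on its 17 probes. For more of these RNAs in the Elf5+/- glands, the gland channel holds -2.82% of the median difference, which by the bound set beforehand counts against it. A single channel also depends on the spot and the hybridization, which the ratio to the common reference takes out. The gland channel alone therefore cannot settle this explanation. The tables argue against a general compression of the log ratios at Elf5+/- 16.5dpc, which predicts 17.6% of the median difference. They argue against 1 dim array as the source of all of it. Without Elf5+/- 16.5dpc replicate 2 the differences of the 17 probes still lay between 0.86 and 2.79, though F2 is then no longer past the threshold. The median kept 100%. Probes with no value on that array cannot change, so this share does not measure the array's influence. What lowered the reference signal of these probes on the Elf5+/- 16.5dpc arrays was not tested and stays open.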

How the results depend on the processing

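The settings said below to be added were chosen after the data were seen. No result reversed its direction under any of them; where a result changed, the cause was not tested, apart from settings with fewer arrays or fewer probes, which by construction give a test less. Of 75 results for named genes 19 passed, and 2 of these did so under every alternative; over all their alternatives 1608 values were on the same side of the threshold, 121 lost it and 39 gained it. Averaged over pregnancy, Gjb6 lost its call without 12 of 24 arrays, while Wap (V00856) kept it under 37 of 37.

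Counts of probes past limma's threshold are given as Elf5+/- against Elf5+/+ unless a stage comparison is named; the reported ones are 3 in virgin, 0 at 8.5dpc, 0 at 10.5dpc, 4 at 14.5dpc, 9 at 16.5dpc, 2 for the average over pregnancy, 0 for 14.5dpc against 16.5dpc and 1 for F. No background correction gave 2 at 14.5dpc, 14 at 16.5dpc, 5 for the average and 23 for Elf5+/+ 8.5dpc against virgin. Plain subtraction gave 1 at 14.5dpc and 1 for the average, and for Muc4 -0.96 with an exact permutation p of 0.06. Median centring gave 2 at 14.5dpc, 1 for the average and 8 of the tables' entries (13 reported). Scale normalization gave 19 at 16.5dpc, 7 for the average and 2 for Elf5+/- 14.5dpc against virgin. The authors' values gave 2 at 14.5dpc, 11, 18 and 556 for Elf5+/+ 8.5dpc, 10.5dpc and 16.5dpc against virgin and 4 for Elf5+/- 16.5dpc.

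No dye term gave 19 for Elf5+/+ 8.5dpc against virgin and 13 for Elf5+/- 16.5dpc. The replicate block gave 11 at 14.5dpc, 8 for the average, 2 for F, 76, 46, 1096 and 1510 for the 4 Elf5+/+ stages against virgin and 20 and 88 for Elf5+/- 14.5dpc and 16.5dpc. With it the average also passed for Lalba (adjusted p = 0.0457) and, against virgin, Reln, Cidea and Cox8b in Elf5+/- 14.5dpc, Wap (V00856), Col9a1, Btn1a1 and Csn1s1 in Elf5+/- 16.5dpc, Gapdh (NM_008084) in Elf5+/+ 14.5dpc and 16.5dpc and Krt18 and Csn1s2b in Elf5+/+ 16.5dpc; besides these and the genes whose blocked value is given at their result, it changed no call of a named gene. Variance with trend and robust gave 8 at 14.5dpc and 12 for Elf5+/- 16.5dpc against virgin. Array weights gave 166 at 14.5dpc, 61 at 16.5dpc, 30 for the average, 13 for 14.5dpc against 16.5dpc, 28 for F, 564, 119, 2467 and 2381 for the Elf5+/+ stages, 60 and 141 for Elf5+/- 14.5dpc and 16.5dpc and 39 table entries. Only the 6 arrays of a comparison gave 0 in virgin, at 14.5dpc and at 16.5dpc, 1, 7, 70 and 131 for the Elf5+/+ stages, 2 and 5 for Elf5+/- 14.5dpc and 16.5dpc and 0 table entries.

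The methods' t-test with its fold limit listed 21, 15, 5, 30 and 54 probes at the 5 stages, 72, 83, 380 and 488 for the Elf5+/+ stages against virgin, 3, 38, 72 and 58 for the Elf5+/- stages and 59 table entries. With Benjamini-Hochberg it gave 0 in virgin, at 14.5dpc and 16.5dpc, 0 for the 4 Elf5+/+ stages and 0 for Elf5+/- 14.5dpc and 16.5dpc.

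Among the added settings, strict flags gave 1 at 10.5dpc. Only probes above the median signal gave 0 at 14.5dpc, 2 at 16.5dpc, 0 for the average, 0 for F, 5 table entries and 68 probes by the methods' t-test over all stages (125 reported). Without the 2 arrays with the most low-signal spots (Elf5+/+ 10.5dpc replicate 2 and Elf5+/- 16.5dpc replicate 2) there were 5 at 16.5dpc, 1 for the average, 22 and 7 for Elf5+/+ 8.5dpc and 10.5dpc against virgin, 0 for F, 8 table entries and 1 of the tree's groups.

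Gene lists past the threshold were 40 of 126 with a preset correlation and 11 with an estimated one. Of 4 groups of conditions in the tree 2 were found; ratios to the embryo reference gave 0, Pearson correlation 4, the most variable probes 3, and, added, the baselines Elf5+/+ 14.5dpc, Elf5+/+ 16.5dpc and Elf5+/- 16.5dpc gave 1, 0 and 1. The index with rising genes only was -0.54 (exact permutation p = 0.135) and with the authors' values -0.81 (exact permutation p = 0.075). Within replicate numbers, added, rising genes gave an exact permutation p of 0.0625, falling genes -0.26 with 0.0625, and the authors' values 0.0313, as the scanner values do. The Wap cluster had 64 probes, 269 with all probes, 1 with a range of at least 2, 25 with K = 10, 31 with K = 20 and, added, 10 with V00856 as the Wap probe.

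With 1 array left out, counts ran from 0 to 6 in virgin, 0 to 6 at 8.5dpc, 0 to 1 at 10.5dpc, 1 to 50 at 14.5dpc, 3 to 7 at 16.5dpc, 1 to 13 for the average, 0 to 14 for 14.5dpc against 16.5dpc and 0 to 16 for F. Against virgin they ran from 9 to 24, 7 to 23, 232 to 422 and 357 to 522 in Elf5+/+ and 0 to 9, 0 to 1, 1 to 17 and 3 to 31 in Elf5+/-. For 14.5dpc and 16.5dpc together Lalba ran from -1.72 to -1.37, Muc4 from -1.31 to -0.84, Elf5 from -1.51 to -1.18, Wap (NM_011709) from -2.59 to -1.94 and the index from -1.0 to -0.54. Wap-named probes lower at 4 stages were 3 to 8, table entries 8 to 17, probes by the methods' t-test 102 to 151, gene lists 32 to 43, the tree's groups 0 to 4, and Elf5+/- arrays nearest their own stage 4 to 8. The Wap cluster was run with a whole replicate number left out and then held 28 to 121 probes.

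Print-tip normalization was not run for lack of print blocks, and the filter on dim probes removes no probe. The average, 14.5dpc against 16.5dpc and F have no value for only 6 arrays or the methods' t-test, and array weights and the trend fit give no permutation value. Signal over background was 3.69 in the reference of the dimmest array, and a gene expressed below background in the gland has a ratio set mostly by its reference.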

Differences from the paper's values

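By the methods' t-test with its thresholds, the paper lists 13 genes in virgin, 4 at 8.5dpc and 9 at 10.5dpc; from the scanner values it gives 21, 15 and 5. Of the alternatives set before the data were examined, the virgin count is within 1.5 times of the paper's with no background correction, plain background subtraction, scale normalization and the authors' values, and not with median centring, Aquantile and all spots kept. At 8.5dpc it is so with scale normalization and the authors' values only, and at 10.5dpc with plain background subtraction, median centring, scale normalization and the authors' values only. With 1 array left out it is so in 2 of 6 settings in virgin, 0 of 6 at 8.5dpc and 3 of 6 at 10.5dpc. The authors' values give the paper's number at each of the 5 stages.

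For Fxr2 at 8.5dpc the paper's p is 0.0166 and the one here 0.00207 by the methods' t-test; scale normalization brings it within 1.5 times, no other of those alternatives does, and the authors' values give 0.00377. For Wap (V00856) at 16.5dpc the paper's p is 0.0039 and the one here 0.0357; no background correction, plain background subtraction and the authors' values bring it within 1.5 times, and median centring, scale normalization, Aquantile, all spots kept and each array left out do not. Over all of the paper's 105 table entries, 104 have a p from the scanner values, 66 of these are more than 1.5 times apart from the paper's, and 69 are under 0.05. The authors' values give the paper's p for 104 entries.

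The paper counts 23 genes in both Wap clusters; 64 probes were in both here. K = 10 (25) and K = 20 (31) come within 1.5 times, as does leaving out replicate 3 (28); all probes, a range of at least 2, standardised profiles, a map of 5 by 5, leaving out replicates 1 or 2 and, chosen after the data were seen, V00856 as the Wap probe (10) do not.

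For Muc4 on probe AY007202, relative to Elf5+/+ virgin, the paper's array bars show about 2.1 in Fig. 5a, read by eye, for Elf5+/+ 16.5dpc, where 5.63 was found; none of those alternatives and no array left out closes this. For Elf5+/- 14.5dpc they show about 1.2 in Fig. 5a, read by eye, against 1.84; no background correction, plain background subtraction, scale normalization, the authors' values and 2 of 6 settings with an array left out do, and median centring, Aquantile and all spots kept do not. For Elf5+/- 16.5dpc they show about 1.4 in Fig. 5a, read by eye, against 2.31; no background correction, plain background subtraction, median centring, the authors' values and 3 of 6 settings with an array left out do, and scale normalization, Aquantile and all spots kept do not. The figure does not say which probe it shows. On probe AF218265 the values were 2.33, 1.27 and 1.37, each within 1.5 times of the bars, so these differences hold for AY007202 only.

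The paper states that all genes of its Wap cluster were lower in Elf5+/- at every pregnant stage. Over the 19 probes of the genes it names, 7 were lower at all 4 stages and 15 at 3 or more, on the scanner values. The paper's statement covers 23 genes on its own values. Some of the 19 are second probes of a gene, such as Lamp1 NM_010684, lower at 0 of 4. Of 4 groups of conditions the paper describes in the tree, 2 were found, the late Elf5+/+ pair and Elf5+/- 16.5dpc beside it. With Pearson correlation 4 were. In the space of components the paper places Elf5+/- virgin nearer to pregnant glands of either genotype than to Elf5+/+ virgin. Its nearest condition here was Elf5+/+ virgin, at 18.7 units.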

Other observations

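The tests in this part were planned, except the squared difference for the nearest stage, the trees with other baselines, the spread between arrays for the muscle list and the splits within replicate numbers, which were chosen after the data were seen.

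Casein genes did not differ past the threshold between genotypes at 14.5dpc or 16.5dpc in limma. At 16.5dpc Csn1s2a (-1.92, SE 0.58, adjusted p = 0.538), Csn1s1 (-0.92, SE 0.71, n = 3 arrays per group), Csn3 (-0.90, SE 1.11), Csn2 (-0.99, SE 0.40) and Csn1s2b (-0.57, SE 0.26) were lower. At 14.5dpc Csn1s2a was at -1.32, Csn1s1 at -0.18, Csn2 at 0.64 and Csn3 at 0.67, with the same SE. Csn1s2a was also at -0.74 and -1.46 at 8.5dpc and 10.5dpc. Genes of hormone and growth factor signalling did not pass, which does not show equal levels: Stat5a at -0.49 and -0.26 (SE 0.34) at 14.5dpc and 16.5dpc, Etv4 at -0.28 and -0.21 (SE 0.27), Prlr at -0.08 and -0.22 on probe NM_008932 and 0.44 and 0.23 on NM_011169, Erbb2 between -0.28 and -0.13 and Erbb3 between -0.54 and -0.15 over 2 probes each. The luminal keratins Krt8 (-0.12 and -0.49) and Krt18 (-0.48 and 0.23) did not pass. In Elf5+/+ the Prlr probe NM_011169 fell from virgin by 1.52 to 14.5dpc (adjusted p = 0.00392) and 16.5dpc (adjusted p = 0.00340).

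Brown adipocyte markers were lower in Elf5+/- at 14.5dpc than in Elf5+/- virgin (median -0.39, 7 of 10 probes lower, adjusted p = 0.0169 with an estimated correlation), while 0 single probes passed in limma and 3 were lower at an unadjusted p under 0.05. Lists of cholesterol synthesis, prolactin and Stat5 targets and T cells passed in no comparison of genotypes.

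Each array was placed at the Elf5+/+ stage it correlates with best, its own replicate left out of the mean. Of 15 Elf5+/+ arrays 8 fell at their own stage, and of 15 Elf5+/- arrays 6 fell at their own, 6 at an earlier and 3 at a later stage; by the smallest mean squared difference it was 5, 6 and 4, with 8, 3 and 4 in Elf5+/+. At 14.5dpc and 16.5dpc 3 of 6 Elf5+/- arrays fell at an earlier stage and 1 of 6 in Elf5+/+ by correlation, and 4 of 6 and 1 of 6 by the squared difference. On simulated arrays shifted by 1 stage correlation placed only 2 of 12 correctly and the squared difference 12 of 12, so the placing by correlation decides little.

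Elf5+/+ virgin stands alone in the tree when it is the baseline. In 8 of 10 conditions taken as the baseline in turn, the baseline condition stood alone at the first split, which is consistent with an effect of the baseline itself. A gland without pregnancy and with 2 Elf5 alleles may also differ most; by mean squared difference to the 9 others it ranks 2 of 10, which lies between the 2 outcomes set beforehand and decides neither.

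Skeletal muscle genes were higher in Elf5+/- at 8.5dpc in 33 of 36 probes, though the list did not pass with an estimated correlation (adjusted p = 0.383). The mean of 0.74 is 0.41 in the gland channel and -0.34 in the reference channel. For a genotype effect at every stage, the median is lower in Elf5+/- at 2 of 5 stages (0.13, 0.52, -0.13, -0.34 and 0.58 in order), which by the bound set beforehand would count against it. That bound named no spread. The SD between arrays, looked at after the result was seen, is 0.25 and 0.74 at those 2 stages, and 0 of them lies lower by more than it, so this stays open. Muscle collected with some of the glands may be a source: the median is 0.51 without the genes of Table S3. With 1 array alone as the source, 65.7% of the median is left without Elf5+/- 8.5dpc replicate 3 (0.34). These 3 explanations cannot be told apart with 3 arrays per group.

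For counts between 3 and 3 arrays there are only 10 splits, too few for a share under 0.05. Among them 2 reached the real count in virgin (3, highest other 6), 2 at 14.5dpc (4, highest other 10) and 1 at 16.5dpc (9, highest other 1). For the Elf5+/+ stages against virgin it was 1 each (36, 28, 572 and 838, highest other 0), and for Elf5+/- 14.5dpc and 16.5dpc also 1 each (4 and 26, highest other 0). Where the real count is 0, between genotypes at 8.5dpc and 10.5dpc (highest other 452 and 0) and for Elf5+/- 8.5dpc and 10.5dpc against virgin (highest other 0), all 10 splits reach it by construction, which tests nothing.

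For the average over pregnancy 5 of 100 splits of any kind gave as many as the real 2 (highest other 71), so against these chance cannot be excluded. Such splits mix the replicate numbers. Of 100 splits that swap genotypes only within replicate numbers 3 gave as many (highest other 3), and with the numbers also as a block 2 gave as many as the real 8 (highest other 16). Both shares lie under 0.05, but these splits were chosen after the data were seen and rest on taking the numbers as pairs. Chance is therefore not excluded for the average.

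The highest counts among the splits point to a structure of the samples. The split with 452 calls at 8.5dpc sets Elf5+/+ replicates 1 and 2 and Elf5+/- replicate 2 against the rest, so that both arrays of replicate 2 face both of replicate 3. With replicate numbers as a block the real count at 8.5dpc was 0. The 3 other splits at 8.5dpc that part all pairs of a replicate number gave 0.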
